# Mice Lacking the Circadian Modulators SHARP1 and SHARP2 Display Altered Sleep and Mixed State Endophenotypes of Psychiatric Disorders

**DOI:** 10.1371/journal.pone.0110310

**Published:** 2014-10-23

**Authors:** Paul C. Baier, Magdalena M. Brzózka, Ali Shahmoradi, Lisa Reinecke, Christina Kroos, Sven P. Wichert, Henrik Oster, Michael C. Wehr, Reshma Taneja, Johannes Hirrlinger, Moritz J. Rossner

## Abstract

Increasing evidence suggests that clock genes may be implicated in a spectrum of psychiatric diseases, including sleep and mood related disorders as well as schizophrenia. The bHLH transcription factors SHARP1/DEC2/BHLHE41 and SHARP2/DEC1/BHLHE40 are modulators of the circadian system and SHARP1/DEC2/BHLHE40 has been shown to regulate homeostatic sleep drive in humans. In this study, we characterized *Sharp1* and *Sharp2* double mutant mice (S1/2^-/-^) using online EEG recordings in living animals, behavioral assays and global gene expression profiling. EEG recordings revealed attenuated sleep/wake amplitudes and alterations of theta oscillations. Increased sleep in the dark phase is paralleled by reduced voluntary activity and cortical gene expression signatures reveal associations with psychiatric diseases. S1/2^-/-^ mice display alterations in novelty induced activity, anxiety and curiosity. Moreover, mutant mice exhibit impaired working memory and deficits in prepulse inhibition resembling symptoms of psychiatric diseases. Network modeling indicates a connection between neural plasticity and clock genes, particularly for *SHARP1* and *PER1*. Our findings support the hypothesis that abnormal sleep and certain (endo)phenotypes of psychiatric diseases may be caused by common mechanisms involving components of the molecular clock including SHARP1 and SHARP2.

## Introduction

The circadian system has been implicated in the control of alertness and clock genes have been associated with sleep and mood disorders, such as familial advance sleep phase syndrome (FASPS), depression, mania or bipolar disease (BD) [1]–[8], and therapeutic approaches modulating the circadian system (‘chronotherapy’) may be promising to improve treatment of psychiatric diseases [9], [10]. Sleep-wake behavior represents the most obvious behavioral output of the circadian system and nearly all psychiatric diseases including autism and schizophrenia (SZ) are characterized by irregular sleep-wake profiles [8], [11], [12]. In addition to the circadian control, homeostatic processes regulate vigilance states by increasing sleep drive and endurance [13]–[15].

Sleep serves a variety of vital functions. Prolonged wakefulness results in compensatory or rebound sleep, and disruption of normal sleep-wake cycles may contribute to psychiatric symptoms and inflammatory as well neurodegenerative processes [16], [17]; however, sleep deprivation has been shown to have short term beneficial effects in depressive patients [18], [19]. Reduced or disturbed sleep likely contributes to cognitive impairments and mood-related symptoms in psychiatric patients [8], [20]. Recent data support the notion that sleep is not only a distinct behavioral state but is rather characterized by defined cellular processes, as shown by monitoring sleep or wake associated cortical gene expression at a global scale [21], [22], and by progress in attributing sleep associated brain oscillations, i.e. in the theta or delta range, to functions in higher order neuronal plasticity [20], [23].

Sleep-wake behavior is altered in clock gene mutant mice, although the discrimination between circadian and homeostatic processes in mutants with a disturbed clock is difficult [24]–[28]. The mechanisms that link clock gene function with sleep-wake control and psychiatric diseases are just beginning to be explored [8]. For example, mice expressing a truncated version of the CLOCK protein (*Clock^Δ19^*) are characterized by hyperactivity, reduced sleep, lowered anxiety and depression-like behavior as well as impaired neuronal synchronizations [29], [30]. Moreover, mice lacking NPAS2, the functionally redundant paralog of CLOCK [31] which is, in contrast to CLOCK, prominently expressed in the forebrain [32], are also hyperactive, display reduced sleep and show altered sleep associated oscillations [25], [28].

SHARP1 (DEC2, BHLHE41) and SHARP2 (DEC1, BHLHE40) are negative regulators of CLOCK and NPAS2 and act as adaptation factors of the molecular clock [33]–[35]. Both genes are involved in the entrainment of the circadian system to altered external cues, yet the corresponding single and double null mutants are characterized by a slight period shift but do not display a disrupted circadian rhythm which indicates mainly functional core clock mechanisms [35], [36]. Period analysis, resetting to advanced and delayed light-dark (LD) cycles as well as nocturnal light pulses revealed gene dosage dependent functional redundancy between both genes [35] and genetic interactions with *Per1* and *Per2* [36], [37]. Moreover, SHARP1/DEC2 is involved in the regulation of sleep homeostasis in mice and humans [38]. A single point mutation in the C-terminal domain (P385R) found in a human family of ‘short’ sleepers reduces the transcriptional repressive activity of SHARP1. In a corresponding humanized mouse model, the duration of sleep is reduced and more fragmented compared to control animals, and the latter phenotype is strongly enhanced on a *Sharp1* null background [38]. With respect to sleep architecture, only a moderate increase of non-rapid eye movement (NREM) sleep during the early dark phase has been observed in *Sharp1* null mutants [38]. Therefore, the P385R mutant SHARP1 protein was considered to act in a dominant-negative fashion.

Given the mild sleep architecture phenotype in *Sharp1* null mutants and the functional redundancy of SHARP1 and -2 in the entrainment to external cues [35] it is possible that SHARP2 could at least partially compensate for the loss of SHARP1. Consequently, we analyzed sleep-wake behavior in *Sharp1* and *-2* double null mutant (S1/2^-/-^) mice. Our analysis revealed altered sleep architecture in S1/2^-/-^ mice with markedly attenuated light-to-dark amplitude of the different vigilance states. Moreover, daytime dependent changes in cortical gene expression and behavioral analyses revealed associations of SHARP1/2 function with endophenotypes of psychiatric diseases beyond the homeostatic control of sleep.

## Results

### Attenuated Sleep-Wake Amplitudes in S1/2^-/-^ mice

Given the relatively mild sleep phenotype of *Sharp1* single mutants [38] and the functional redundancy of SHARP1 and -2 [35], we focussed on the analysis of *Sharp1* and *-2* double mutant mice (S1/2^-/-^). We performed EEG and EMG recordings on male mice to monitor for sleep-wake patterns over consecutive 24 h light-dark (LD) cycles. We determined the relative amounts of NREM (or slow-wave), REM (or paradoxical) sleep and wakefulness over 12 h light (L) and 12 h dark (D) periods and for the entire 24 h LD period. Total wakefulness, REM and NREM during 24 h of undisturbed sleep were similar in wild-type (WT) and S1/2^-/-^ animals (Figure 1A). However, there was a clear difference in the distribution of sleep and wakefulness during L and D. WT animals showed a substantial difference in the amount of wakefulness, NREM- and REM-sleep between L and D, whereas the sleep/wake amplitude was attenuated in S1/2^-/-^ animals (Figure 1B,C). Sleep-wake behavior was quantified as relative L-D differences, which were significantly reduced in S1/2^-/-^ animals for all three vigilance states (p<0.01 for wake, p<0.05 for REM and NREM sleep) (Figure 1B). The relative difference in the amount of wakefulness during the light and dark episodes is exemplified for individual WT and S1/2^-/-^ mice (Figure 1C). We plotted the cumulated EEG data in 2 h bins to increase temporal resolution (Figure 1D-F). NREM sleep was most prominently altered in the two hours preceding lights-off (zeitgeber time (ZT) 10-12; reduced NREM) and in the middle of the dark phase (ZT19-21; increased NREM; p<0.05; post-hoc test after 2-way ANOVA with significant genotype×time interaction p<0.05) (Figure 1E). REM sleep was reduced at ZT4-8 (p<0.05: post-hoc test after 2-way ANOVA with significant genotype p<0.01 and time p<0.0001 effects without significant genotype×time interaction) (Figure 1F).

**Figure 1:**
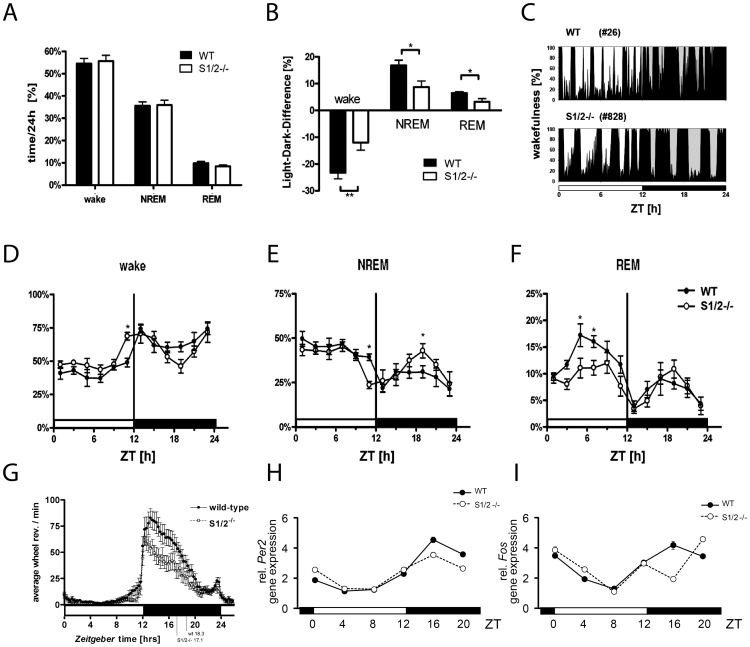
Attenuated sleep-wake amplitude and activity profiles in S1/2^-/-^ mice. A) Group means (± SEM) of the total time spend in different vigilance states over 24 h LD periods. The overall time of wake, NREM and REM sleep remained unaltered between genotypes. WT: n = 7, filled bars S1/2^-/-^: n = 8, empty bars. B) Group means of light-dark or amplitude differences for wake, NREM and REM sleep. S1/2^-/-^ animals showed a significantly reduced light-dark amplitude for all vigilance states compared to WT animals (E_genotype_ F_(1, 39)_ = 19.87, p<0.0001; E_vigilance state_ F_(2, 39)_ = 19.39, p<0.0001; I_genotype×vigilance state_ F_(2, 39)_ = 1.9, p = 0.16; Post hoc two-tailed T-test: **: p<0.01 *: p<0.05). WT: n = 7, filled bars S1/2^-/-^: n = 8, empty bars. C) 24 h sleep-wake distribution plotted for representative individual WT (#26) and S1/2^-/-^ (#828) mice with black areas given as relative amount of wakefulness obtained from 5 min bins. Note the relative difference in the amount of wakefulness during the light and dark episodes in the WT and the short periods of wakefulness in the light phase. In contrast, the S1/2^-/-^ mouse displayed broadened periods of sleep and wakefulness during the light and dark phases. D-F) Time course of vigilance states wakefulness (D), NREM (E) and REM sleep (F). Curves connect 2 h bin mean values (± SEM) expressed as percentage of recording time (E_time_: NREM: F_(11,120)_ = 9.74, p<0.0001; REM F_(11,120)_ = 9.98, p<0.0001; E_genotype_: NREM n.s.; REM F_(1,120)_ = 7.65, p<0.01 and I_genotype×time_: Wakefulness F_(11,120)_ = 2.06, p = 0.02; NREM: F_(11,120)_ = 1.82, p = 0.05; REM: F_(11,120)_ = 1.42, p =  0.17; * =  p<0.05 in two-tailed post hoc T-test. WT: n = 7, filled circles S1/2^-/-^: n = 8, empty circles. G) Diurnal wheel-running profiles depicted as accumulated activities of all recordings over a 5-day period plotted as 18 min bins. S1/2^-/-^ mice displayed a significantly altered activity profile in LD compared to wild-type (WT) mice (I_genotype×time_ F_(86,39040)_ = 1.92, p<0.0001) with reduced half maximal values of nocturnal activities at ZT 17.1 for S12^-/-^ mice compared to WT controls with ZT 18.3. Bonferroni posttest revealed significantly reduced activities between ZT13 and 18 (p_Bonf_<0.05). n = 12 each genotype. H-I) Daytime dependent gene expression analysis of the circadian marker gene *Per2* (H) and the activity-induced gene *Fos* (I) in the cortex. Daytime dependent cortical expression of the circadian marker gene *Per2* was not substantially altered in WT and S1/2^-/-^ mice (H). In contrast, the mRNA expression of the activity regulated marker gene *Fos* was significantly reduced in S1/2^-/-^ mice at ZT16 compared to WT (I). n = 3 per timepoint and genotype. Data were analyzed with 2-way ANOVA with Bonferroni posttest (p_Bonf_) and Mann-Whitney test (p_MW_) for pairwise comparisons. E, effect; I, interaction of factors.

We sleep deprived S1/2^-/-^ and control mice by gentle handling (ZT0-6 = L1, 97±1% efficient for both genotypes) to analyze homeostatic sleep drive (Figure S1A–C). The amount of NREM sleep after sleep deprivation (SD) revealed no significant differences in L2 (ZT7-12), at the beginning of D2 (ZT17) NREM sleep was increased in S1/2^-/-^ compared to WT mice (p<0.05) (Figure S1B). The relative amount of REM sleep, however, was significantly reduced in S1/2^-/-^ mice (p<0.05) compared to WT mice 2–4 h after the SD episode (ZT8-10) (Figure S1C). The analysis of slow-wave activity (SWA) or NREM delta power after SD revealed similar levels of rebound sleep in WT and S1/2^-/-^ mice compared to baseline values (Figure S2A). Nonetheless, we observed consistent but not significantly elevated SWA in S1/2^-/-^ mice at almost all time points independent of SD (Figure S2A). We also analyzed the REM sleep dominating synchronized oscillations in the 5–9 Hz range (theta) (Figure S2B-D). Theta peak frequency (TPF) was significantly higher at ZT7-12 in sleep deprived S1/2^-/-^ animals (TPF S1/2^-/-^: 7.60±0.12 Hz) compared to undisturbed (TPF WT 7.17±0.12 Hz; p<0.05) and sleep deprived WT mice (TPF WT: 7.22±0.03 Hz; p<0.01) (Figure S2B). Without SD, no spectral theta differences were observed in S1/2^-/-^ versus WT mice at ZT7-12 (Figure S2C). However, theta spectra were altered between sleep deprived S1/2^-/-^ and controls in the time period between ZT7-12 (Figure S2D; 2-way ANOVA, p = 0.0047). The increased TPF observed after SD in S1/2^-/-^ mice was not significantly different to the average values obtained for all sleep-deprived and naïve animals during the dark period and thus occurs in the normal physiological range (ZT13-18 and ZT19-24) (Figure S2B).

EEG analyses were complemented by assessing 24 h rest-activity profiles monitored with voluntary wheel running. In this assay, S1/2^-/-^ mice displayed normal entrainment to the LD cycle, but with a reduced wheel activity during D (Figure 1G), which correlates with the increased relative amount of sleep in D (Figure 1B). In L, we observed no significant differences in running wheel activities between the genotypes possibly due to photic masking of voluntary locomotor activity [39] (Figure 1G).

### Disturbed activity dependent gene expression

Different vigilance states are characterized by specific cortical gene expression profiles [21]. To identify molecular correlates of the altered sleep-wake behavior and 24 h rest-activity profiles in S1/2^-/-^ mice, we first analyzed cortical gene expression of the circadian marker gene *Per2* and the activity-induced immediate-early gene (IEG) product *Fos* in 4 h bins over a complete 24 h cycle (Figure 1H,I). In line with previous observations [35] the circadian profile of *Per2* in the cortex was grossly normal, however, with a slightly but significantly reduced amplitude in S1/2^-/-^ versus WT mice (p<0.001, 2-way ANOVA) (Figure 1H). In contrast, the diurnal amplitude of cortical mRNA expression of the neuronal-activity marker *Fos* was preserved; but *Fos* transcription was strongly reduced at ZT16 in S1/2^-/-^ mice compared to WT animals (p<0.001, 2-way ANOVA; p<0.001 post-hoc test at ZT16) (Figure 1I) correlating with the elevated NREM sleep and reduced running wheel activity in D (Figure 1E,G). To obtain a more comprehensive insight into the changes in cortical gene expression in S1/2^-/-^ mice, we performed microarray analysis on cortical samples obtained from individual WT and S1/2^-/-^ mice harvested at two opposite time points of the LD cycle (ZT4 – wake phase; and ZT16 – sleep phase; Figure 2A; Table S1 and Table S2) where *Fos* expression differences were most prominent. This analysis revealed profound sleep-wake differences at the level of gene expression. 

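Cortex of 8 individual mice was measured on Affymetrix arrays, with 1 array for each of 2 WT and 2 S1/2-/- mice at ZT4 and 2 mice of each genotype at ZT16, where ZT is the time in hours after light onset. The S1/2-/- mice lack both SHARP1, encoded by *Bhlhe41*, and SHARP2, encoded by *Bhlhe40*, which are transcriptional repressors that bind the promoters of clock genes. The probe set for *Bhlhe40* gave signals of 1074 and 983 in the WT mice and of 913 and 834 in the S1/2-/- mice at ZT4. At ZT16 it gave 1189 and 1285 in WT and 1043 and 889 in S1/2-/- mice. Averaged over both times the difference between the genotypes was -0.30 on the log2 scale (standard error 0.10, adjusted p = 0.288 from limma). Where this probe set lies relative to the deleted part of the gene is not given in the sources used here, so its signal is no check of the genotype labels, and *Bhlhe41* was not analysed here. The sample labels give an age of 4 months and 5 µg of RNA prepared with Trizol, while the methods give an age of 3 to 5 months, RNA prepared on RNeasy columns and 1 round of amplification. The methods describe the tissue as cortex taken from coronal brain slices. The authors deposited MAS5 signals on a linear scale per probe set, with every array scaled to a trimmed mean of 500; the MAS5 version is not given in the sources used here. Median signals were 186 to 206 per array, and the signals of replicates in a group correlated at 0.955 to 0.965 on the log2 scale. From these signals, 66 control probe sets were left out, values below 1 were set to 1, and the 7453 probe sets at or above the 40th percentile of the mean log2 signal were tested. All 8 arrays entered a single limma fit with 4 group means and an intensity trend, which leaves 4 residual degrees of freedom. A probe set was called at a fold change over 1.5 and an adjusted p under 0.05, the thresholds given in the methods, and counts adjusted over a list alone keep the same fold threshold. Gene lists were fixed before the data were examined and tested with camera, with p adjusted over the 36 lists tested in each comparison. The number of arrays limits the precision. Data were simulated on these arrays for the WT comparison of ZT16 with ZT4, with 200 changed probe sets of 7453. There, 49.8% of 2-fold changes and 92.4% of 4-fold changes were called. These shares apply to data with that many changes and need not hold on the arrays, where 1 probe set was called. *Fos* (4.19-fold), *Pdc* (4.67-fold) and *Ttr* (15.0-fold) were not called in WT, so a missing call does not exclude a large change.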

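In WT cortex *Dusp1*, which encodes a phosphatase that switches off MAP kinases, rose from a signal of 673 ± 15.3 at ZT4 to 2135 ± 8.57 at ZT16 (SD, n = 2 mice each). This is a 3.17-fold change (log2 fold change 1.67, standard error 0.19, adjusted p = 0.0379 from limma). Of 30 tested immediate early genes, which neurons transcribe within minutes of stimulation, 20 were higher and 10 were lower at ZT16 in WT, with a median log2 fold change of 0.31. *Dusp1* passed over all genes, and 7 passed when adjusted over the list alone, namely *Dusp1*, *Junb*, *Fos*, *Nr4a1*, *Dusp6*, *Egr1* and *Ier2*. As a list the immediate early genes rose in WT (camera adjusted p = 6.97e-07; adjusted p = 0.0818 with an estimated correlation). The study picked these 7 on these arrays, so neither they nor the camera p are independent evidence of the direction of the list; the 21 genes that are in none of the lists of the paper's genes, a group chosen after the values were seen, had a median of 0.0765 (camera p = 0.0978, not adjusted), with 5 higher and 0 lower at an unadjusted p under 0.05. Among S1/2-/- mice 16 of the 30 were higher, with a median of 0.07 (camera adjusted p = 0.976). Of 16 glucocorticoid-responsive genes, 10 were higher at ZT16 in WT with a median of 0.23; *Dusp1* passed over all genes, and *Dusp1* and *Ddit4*, an inhibitor of mTOR signalling, passed when adjusted over the list alone. That list rose too (camera adjusted p = 0.00208; adjusted p = 0.0825 with an estimated correlation, and 0.0652 without WT ZT4 replicate 2).
The cortical samples also differed in marker genes of other cell types. At ZT16 in WT, 11 of 14 tested genes of striatal neurons, 12 of 13 of choroid plexus epithelium and 21 of 23 of oligodendrocytes were higher than at ZT4, with median log2 fold changes of 0.59, 0.54 and 0.26. All 3 lists rose (camera adjusted p = 7.39e-07, 1.53e-07 and 6.99e-11); with an estimated correlation the adjusted p were 0.17, 0.0371 and 0.0818. None of their members passed over all genes in limma, while 7, 7 and 10 had an unadjusted p under 0.05, and 6, 3 and 4 passed when adjusted over the list alone. These lists include genes that the study picked, such as *Penk*, *Ttr* and *Anln*.
Other genes with low p in WT did not pass the test. *Pdc*, which encodes the G protein regulator phosducin, had a log2 fold change of 2.22 and *Gatm*, an enzyme of creatine synthesis, one of 0.60 (adjusted p = 0.132 for each). For *Sugt1*, a cofactor of protein folding, 1 probe set had -1.30 (adjusted p = 0.0681) and another -0.11 (adjusted p = 0.893), and for the collagen-modifying enzyme *P4ha2* the probe sets had 2.06 (adjusted p = 0.132) and 0.19 (adjusted p = 0.92). Without WT ZT16 replicate 1 the adjusted p was 0.0248 for *Gatm*, 0.0259 for the first probe set of *Sugt1* and 0.0372 for *Ddit4*. Over WT, 567 of 7453 probe sets had an unadjusted p under 0.05, where 373 are expected by chance. *Dusp1* was no longer called without WT ZT4 replicate 1 (adjusted p = 0.236), WT ZT4 replicate 2 (0.135), WT ZT16 replicate 2 (0.155), S1/2-/- ZT16 replicate 1 (0.077) or S1/2-/- ZT16 replicate 2 (0.0971), with adjusted p from 0.00238 to 0.243 over its alternatives.
Among chaperones of the endoplasmic reticulum, 14 of 17 were higher at ZT16 in S1/2-/- cortex, with a median of 0.18. They were led by *Hspa5*, the main folding chaperone of this compartment (log2 fold change 0.57). The median was 0.0962 without S1/2-/- ZT16 replicate 1 and 0.13 without S1/2-/- ZT4 replicate 2. The list rose (camera adjusted p = 0.0145; adjusted p = 0.424 with an estimated correlation, 0.0735 without S1/2-/- ZT4 replicate 2 and 0.335 without S1/2-/- ZT16 replicate 1). None of its genes passed over all genes or over the list alone at the fold threshold, and 3 had an unadjusted p under 0.05. Genes of oxidative phosphorylation fell as a list in S1/2-/- mice, with 49 of 66 lower and a median of -0.09 (camera adjusted p = 0.0145; adjusted p = 0.424 with an estimated correlation, 0.338 with fry, 0.0528 with quantile normalization and 0.084 without S1/2-/- ZT4 replicate 1). Among the lowest p in S1/2-/- mice, *Mt3*, a metal-binding protein of the brain, had a log2 fold change of 0.48 (adjusted p = 0.402), and *Timp1*, an inhibitor of metalloproteinases, one of 1.06 (adjusted p = 0.427). *Prkd2*, a protein kinase, had -2.12 (adjusted p = 0.402) with 1 probe set and -0.16 (adjusted p = 0.958) with another. Also at an adjusted p of 0.402 were *Tcf3* with 1.63, *Clcn1* with 1.596, *H1f10* with 0.74, *Fahd1* with -1.06, *Avpi1* with -1.80 and *Zkscan6* with -1.80, while *Stk24* had -2.53 (adjusted p = 0.427) with 1 probe set and 0.25 (adjusted p = 0.834) with another.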

Most prominently, the number of transcripts upregulated at ZT16 compared to ZT4 was substantially higher in WT (n = 22, corresponding to 21 genes with 2 probe sets detected for preproenkephalin *Penk*) than in S1/2^-/-^ mice (n = 5) (Table S1 and Table S2, see Table S3 for full gene name descriptions). 

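The genes listed in Figure 2A and Table S1 as higher at ZT16 were represented by 19 tested probe sets of 18 genes. In WT all 19 were higher at ZT16, with a median log2 fold change of 1.19 and a range of 0.50 to 3.91. For S1/2-/- cortex the count was 12 higher and 7 lower, with a median of 0.25 and a range of -1.90 to 1.26. They encode transcription factors of the immediate early response such as *Fos*, neuropeptide precursors such as *Penk*, clock proteins such as *Per2* and the neurodevelopmental protein *Nde1*, which was 1.45-fold higher in WT and 1.42-fold in S1/2-/- mice. Of the 19, 1 passed over all genes in WT and 16 when adjusted over the list alone; in S1/2-/- mice none passed over all genes, 4 had an unadjusted p under 0.05 with the fold threshold, and 1 passed over the list alone. The study chose this list on these arrays, so the directions, in WT and for the difference between the genotypes, and the counts over the list alone are not independent evidence. The difference between the genotypes had a median of -0.998 and was negative for 16 of the 19, of which 11 passed when adjusted over the list alone and none over all genes. *Dusp1* had the lowest adjusted p for this difference (log2 difference -1.86, standard error 0.27, adjusted p = 0.294), which was 0.0105 without S1/2-/- ZT4 replicate 2. The genes that followed shared an adjusted p of 0.466, with log2 differences of 2.796 for *Pcp2*, 0.96 for *H1f10*, -0.72 for *Mobp*, -1.34 for *Fahd1*, -1.89 for *Penk* and -2.39 for *Zkscan6*; for *Sugt1* the probe sets had 1.34 and -0.05, for *Flt1* 3.14 and 0.38 and for *Junb* -2.98 and -0.998, where the second of each had an adjusted p of 0.98, 0.913 and 0.745. Without WT ZT16 replicate 1 the adjusted p of the first probe set of *Flt1* was 0.0333.
Markers that the paper does not name shifted between the genotypes in the same direction. The difference in the change from ZT4 to ZT16 had a median of -0.52 for 7 genes of striatal neurons, -0.48 for 11 of choroid plexus and -0.29 for 21 of myelin (camera adjusted p = 0.0049, 4.04e-06 and 3.85e-06; with an estimated correlation the adjusted p were 0.307, 0.146 and 0.153). The striatal shift had a median of -0.219 (adjusted p = 0.231) without WT ZT16 replicate 2, of -0.163 (0.456) without S1/2-/- ZT4 replicate 2 and of -0.174 (0.0549) without the intensity filter.
Over all 7453 probe sets, limma called 1 higher and none lower at ZT16 in WT, and none in S1/2-/- mice, where the smallest adjusted p was 0.402. At an unadjusted p under 0.05 with the fold threshold there were 136 higher and 121 lower in WT, and 129 higher and 81 lower in S1/2-/- mice. The methods' ANOVA gave 86 higher and 54 lower in WT and 63 higher and 51 lower in S1/2-/- mice at an unadjusted p, and none in either after adjustment. Probe sets picked at an unadjusted p as higher in WT kept 11.4% of their median change in S1/2-/- mice, and those picked in S1/2-/- mice kept 13.2% in WT. The difference itself was called for none, with 153 positive and 145 negative at an unadjusted p and 92 and 92 by ANOVA. Single arrays moved these counts: the WT count was 100, with 22 higher and 78 lower, without WT ZT16 replicate 1, and 0 without WT ZT16 replicate 2, S1/2-/- ZT16 replicate 1 or S1/2-/- ZT16 replicate 2; the S1/2-/- count was 1 without S1/2-/- ZT4 replicate 1 and 1 without S1/2-/- ZT16 replicate 2; the count for the difference was 3 without S1/2-/- ZT4 replicate 2 and 17 without WT ZT16 replicate 1.
From the larger number of transcripts higher at ZT16 in WT than in S1/2-/- mice, the paper reasons that the daily expression profile of the cortex is attenuated in the mutants. It also draws on quantitative PCR. Over a full day it reports a slightly smaller amplitude of *Per2* and less *Fos* at ZT16 in the mutants. For several array genes it reports a smaller change in other mice. These measurements were not analysed here.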

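*Per2*, a repressor in the feedback loop of the circadian clock, had a signal of 127 ± 43.6 at ZT4 and 294 ± 8.74 at ZT16 in S1/2-/- cortex, and of 132 ± 1.32 and 288 ± 33.8 in WT (SD, n = 2 mice each). Between ZT4 and ZT16 it was 2.39-fold higher in S1/2-/- and 2.17-fold in WT mice, and its paralog *Per1* was 1.67-fold and 1.54-fold higher. *Cry1*, which acts with the PER proteins, was 1.47-fold higher in S1/2-/- and 1.98-fold in WT mice. *Anln*, which encodes the actin-binding protein anillin, was 1.42-fold and 2.31-fold higher, and *Hspa1b*, a stress-induced chaperone, 2.25-fold and 1.73-fold. None of these 5 genes passed over all genes in either genotype, with adjusted p from limma of 0.458 to 0.632 in S1/2-/- mice; in WT it was 0.0589 for *Anln* and 0.321 to 0.641 for the others. *Anln* in WT had an adjusted p of 0.0246 without WT ZT16 replicate 1, with 0.0246 to 0.247 over its alternatives. The change did not differ between the genotypes by the test (adjusted p = 0.738 for *Anln* and 0.912 or more for the others), with log2 differences of 0.14 for *Per2*, 0.12 for *Per1*, -0.43 for *Cry1*, -0.71 for *Anln* and 0.38 for *Hspa1b*. When single arrays were left out the difference ranged from -0.22 to 0.50 for *Per2*, from -0.23 to 0.47 for *Per1* and from -0.25 to 1.01 for *Hspa1b*, so that its sign turned.
Of 18 tested clock genes, 11 were higher at ZT16 in S1/2-/- mice, with a median log2 fold change of 0.20. The list rose (camera adjusted p = 0.0187), but not with an estimated correlation (adjusted p = 0.424), without S1/2-/- ZT4 replicate 1 (adjusted p = 0.0582) or without S1/2-/- ZT16 replicate 1 (adjusted p = 0.118). None of its genes passed over all genes in S1/2-/- mice, 5 had an unadjusted p under 0.05, and *Per2* passed when adjusted over the list alone. *Tef*, a transcription factor of clock output, had a log2 fold change of 0.58 (adjusted p = 0.458). In WT 8 of the 18 were higher and 10 lower, with a median of -0.04 (camera adjusted p = 0.339), and none passed over all genes while 4 higher and 1 lower had an unadjusted p under 0.05. Adjusted over the list alone, *Cry1* and *Per2* passed as higher and *Rora*, an activator of clock gene transcription, as lower (0.499-fold; adjusted p over all genes 0.544, and 0.0162 without WT ZT16 replicate 1). The change of the list did not differ between the genotypes by the test (median difference 0.13, camera adjusted p = 0.343).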

In accordance with the quantitative (q)RT-PCR analysis (Figure 1H) and based on published results showing an intact circadian clock in S1/2^-/-^ mice [35], [36] among the five genes found to be significantly up-regulated in S1/2^-/-^ cortex at ZT16 were three canonical clock genes (*Per1, Per2, Cry1*) although at slightly reduced induction levels (Figure 2A and Table S1).

**Figure 2:**
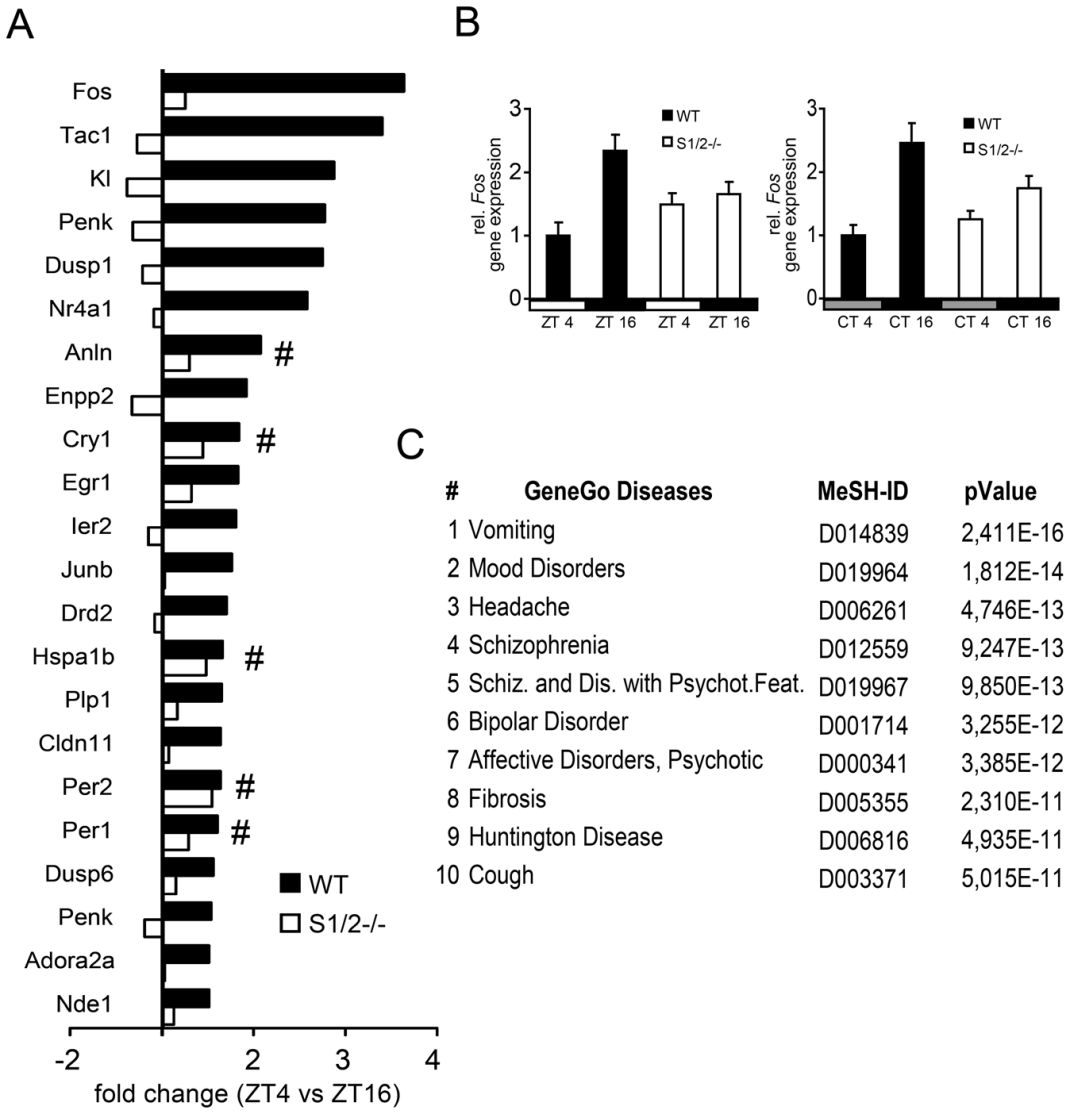
Cortical gene expression signatures correlate with psychiatric disease states. A) Depicted are fold-changes of differentially expressed genes at ZT4 versus ZT16 in the cortex of WT and S1/2^-/-^ mice detected by microarray analyses. In WT mice, several genes were upregulated with a fold-change of at least 1.5 at ZT16 (n = 22, *Penk* was detected by two independent probe sets) whereas this profile was strongly attenuated in S1/2^-/-^ mice with only 5 genes (marked with #) detected at the same cut-off (among those are 3 canonical clock genes *Cry1*, *Per1* and *Per2* as well as *Anln* and *Hspa1b*) that follow a normal although reduced ‘circadian’ profile. Note, that *Ttr* was for graphical reasons omitted because of its high fold-changes (Table S1). n = 2 per timepoint and genotype. B) Attenuated sleep-wake amplitude of *Fos* gene expression in the cortex of WT and S1/2^-/-^ mice in LD and DD. At ZT4 and ZT16 (where mice were kept under 12 h light and 12 dark conditions  =  LD; left panel) and at CT4 and CT16 (where mice were kept under constant darkness  =  DD; right panel) cortical *Fos* mRNA expression was analyzed with quantitative RT-PCR. n = 3 for each genotype. C) GeneGo enrichment analysis based on hyper-geometric statistics of the top 10 ranked disease associations of the cortical gene set (deregulated at ZT16 in S1/2^-/-^ cortex compared to WT). This analysis revealed highly significant correlations with neurological and particularly psychiatric disease classifications as indicated. Spelling of classifier 5 ‘Schizophrenia and Disorders with Psychotic Features’ is abbreviated as indicated. MeSH ID, unique Medical Subject Heading disease identifier.

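*Ttr*, the carrier of thyroid hormone and retinol that choroid plexus epithelium makes in abundance, had signals of 83.2 and 331 in the WT mice at ZT4 and of 2582 and 2412 at ZT16. The S1/2-/- mice had 1456 and 146 at ZT4 and 102 and 150 at ZT16. *Kl*, which encodes the hormone co-receptor Klotho and is also enriched in choroid plexus, had 12.4 and 24.9 in WT at ZT4 and 400 and 213 at ZT16, and 178 and 12.1 at ZT4 and 12.4 and 13.1 at ZT16 in S1/2-/- mice. The 3 arrays with the highest *Ttr* were thus the 3 with the highest *Kl*. The WT change was 15.0-fold for *Ttr* (log2 fold change 3.91, standard error 0.89, adjusted p = 0.337 from limma). *Kl* lay below the intensity filter; in the fit without the filter its change in WT was 16.6-fold (log2 fold change 4.05, standard error 1.10, adjusted p = 0.624). The ZT4 signals of *Kl* lie near the background, as the 10th percentile of the arrays is 15.2 to 17.4, so the size of this fold has no exact meaning. Their log2 fold changes in S1/2-/- mice were -1.90 for *Ttr* (adjusted p = 0.681) and -1.86 for *Kl*. Neither the changes nor their differences between the genotypes passed the test (log2 difference -5.81 and adjusted p = 0.466 for *Ttr*, -5.91 and 0.663 for *Kl*). Over its alternatives the log2 fold change of *Ttr* ranged from 2.91 to 4.91 in WT and from -3.55 to -0.238 in S1/2-/- mice. Its log2 difference ranged from -7.47 to -4.15. Without S1/2-/- ZT4 replicate 2, the adjusted p of the difference in *Ttr* was 0.0368, with a range of 0.0368 to 0.917 over its alternatives.
Among 11 other genes of choroid plexus epithelium, 10 were higher at ZT16 in WT, with a median log2 fold change of 0.43, and the list rose (camera adjusted p = 4.48e-06; adjusted p = 0.0825 with an estimated correlation). None passed over all genes and 6 had an unadjusted p under 0.05. *Lbp*, a binding protein for bacterial lipopolysaccharide, with a log2 fold change of 2.20 (adjusted p = 0.297), and the carbonic anhydrase *Car14*, with 1.07 (adjusted p = 0.337), passed when adjusted over the list alone. Of the 11, 8 were lower in S1/2-/- mice, with a median of -0.19 (camera adjusted p = 0.365). At ZT4 all 11 were higher in S1/2-/- than in WT mice, with a median of 0.30 (camera adjusted p = 0.000117; adjusted p = 0.122 with an estimated correlation).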

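*Fos*, a transcription factor induced by neuronal activity, had a signal of 211 ± 99.7 at ZT4 and 853 ± 246 at ZT16 in WT cortex, and of 370 ± 150 and 393 ± 73.5 in S1/2-/- cortex (SD, n = 2 mice each). *Tac1*, the precursor of substance P, had 321 ± 96.7 and 1081 ± 322 in WT and 861 ± 264 and 714 ± 284 in S1/2-/- mice. *Penk*, the precursor of the enkephalins, had 3440 ± 227 and 10429 ± 2763 in WT and 9630 ± 2798 and 7831 ± 2832 in S1/2-/- mice. From ZT4 to ZT16 in WT, the log2 fold change was 2.07 for *Fos*, 1.68 for *Nr4a1*, 1.59 for *Junb*, 1.33 for *Egr1* and 0.95 for *Ier2*, all transcription factors of the immediate early response, and 1.75 for *Tac1*, 1.58 for *Penk*, 1.19 for the dopamine receptor gene *Drd2* and 0.80 for *Dusp6*, a MAP kinase phosphatase. The S1/2-/- mice had changes of 0.13 for *Fos*, -0.09 for *Nr4a1*, 0.59 for *Junb* (-0.23 with its other probe set, for which WT had 2.75, adjusted p = 0.115), 0.44 for *Egr1*, -0.49 for *Ier2*, -0.29 for *Tac1*, -0.32 for *Penk*, -0.20 for *Dusp1*, 0.07 for *Drd2* and 0.34 for *Dusp6*. Together with *Dusp1* these are 10 genes, listed as plasticity genes by the study, whose text names Ier1 where Figure 2A shows *Ier2*, the gene used here; *Adora2a* was not analysed here.
The study chose these genes on these arrays by their rise in WT, so their direction, the camera p and the counts over the list alone, in WT and for the difference between the genotypes, follow in part from that choice and are not independent evidence. All 10 were higher at ZT16 in WT, with a median log2 fold change of 1.58, and the list rose (camera adjusted p = 3.95e-22; adjusted p = 0.00914 with an estimated correlation). *Dusp1* passed over all genes and all 10 passed when adjusted over the list alone. In S1/2-/- mice 5 were higher and 5 lower, with a median of -0.01 (camera adjusted p = 0.976), none passed over all genes or over the list alone, and 1 had an unadjusted p under 0.05. The change was smaller in S1/2-/- mice for all 10, with a median difference of -1.60 (camera adjusted p = 7.33e-16; adjusted p = 0.0209 with an estimated correlation). By limma none of these differences passed over all genes, and 8 had an unadjusted p under 0.05 and passed over the list alone; those of *Fos* and *Tac1* were -1.93 (standard error 0.53, adjusted p = 0.634) and -2.05 (adjusted p = 0.466).
Genes chosen for a rise in WT lie low in WT at ZT4 and high in WT at ZT16 by the choice alone, which also bears on the comparisons of the genotypes at each time. At ZT4 all 10 genes were higher in S1/2-/- than in WT mice, with a median log2 difference of 0.82 (camera adjusted p = 2.25e-10; adjusted p = 0.0486 with an estimated correlation), and *Penk*, *Dusp1*, *Drd2* and *Tac1* passed over the list alone, with 1.46, 0.93, 1.21 and 1.42. At ZT16 9 of the 10 were lower in S1/2-/- mice, with a median of -0.64 (camera adjusted p = 3.35e-05; adjusted p = 0.155 with an estimated correlation), and 5 passed over the list alone. None passed over all genes at either time, and 7 at ZT4 and 5 at ZT16 had an unadjusted p under 0.05.
*Penk*, *Tac1* and *Drd2* are abundant in striatal neurons. Of 14 further striatal genes on the array, 7 passed the intensity filter. All 7 were higher at ZT16 in WT, with a median of 0.44 (camera adjusted p = 0.000449). With an estimated correlation the adjusted p was 0.18, and without WT ZT16 replicate 2 the median was 0.148. The longer list of tested striatal genes described above also held genes that were not higher, and these lie outside the 7. The share of higher genes among the 7 therefore does not stand for all tested striatal genes. *Six3*, a transcription factor of striatal development, had a log2 fold change of 2.97 (adjusted p = 0.337). The phosphodiesterase gene *Pde1b* had 0.73 (adjusted p = 0.504). Both passed when adjusted over the 7 alone and none of the 7 passed over all genes, with 3 at an unadjusted p under 0.05. The signal of *Six3* in WT at ZT4 was low and differed widely between the mice. Its log2 fold change ranged from 1.79 to 4.14 over its alternatives, so its size has no exact meaning. At ZT4 6 of the 7 were higher in S1/2-/- than in WT mice, with a median of 0.33 (camera adjusted p = 0.0015; adjusted p = 0.218 with an estimated correlation); without S1/2-/- ZT4 replicate 2 the median was 0.112 (adjusted p = 0.402).
In WT, the adjusted p over all genes was 0.021 for *Penk* and 0.0356 for *Tac1* and 0.0403 for *Junb* without WT ZT16 replicate 1, and 0.00691 for *Egr1* without WT ZT4 replicate 1. In S1/2-/- mice the log2 fold change of *Fos* ranged from -0.29 to 0.56 and that of *Penk* from -0.69 to 0.06 when single arrays were left out.

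**Figure D1:**
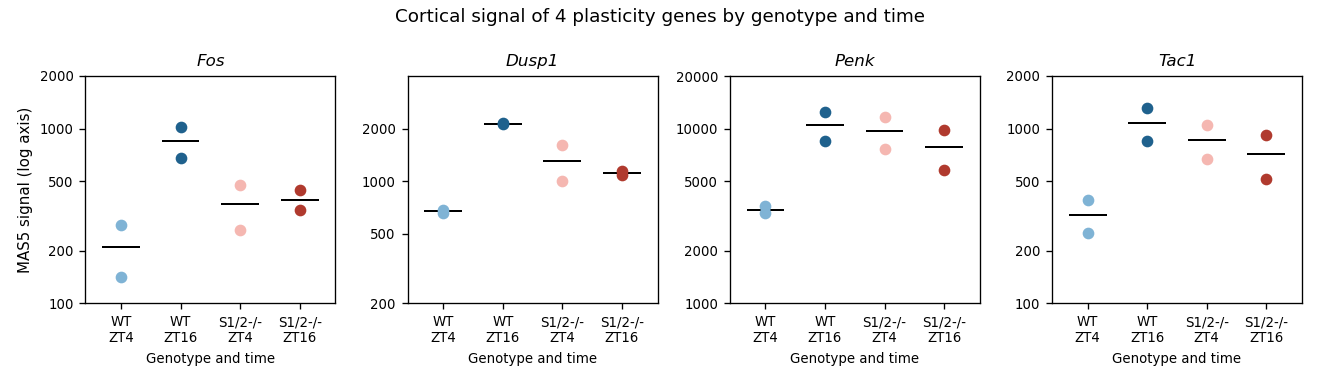
MAS5 signal of *Fos*, *Dusp1*, *Penk* and *Tac1* in the cortex (vertical log axis) in WT and S1/2-/- mice at ZT4 and ZT16 (horizontal axis). Each point is 1 mouse and each line the mean of 2 mice; the WT mice at ZT4 have the lowest signals in all 4 panels apart from 1 *Fos* value of 282, which lies above a S1/2-/- value of 264 at ZT4.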

Wake-induced expression of transcripts encoding for neural plasticity genes (i.e. IEG transcription factors such as *Fos*, *Nr4a1*, *Egr1*, *Ier1* and *Junb* and those related to inter- and intracellular signalling such as *Tac1*, *Penk*, *Dusp1/6*, *Drd2*, *Adora2a*) was almost completely abolished in the S1/2^-/-^ mutants (Figure 2A and Table S1). Within this cluster of genes were also the oligodendrocyte/myelin markers *Enpp2*, *Plp1* and *Cldn11*. 

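*Cldn11*, a claudin of the tight junctions of myelin, had a signal of 888 ± 105 at ZT4 and 1253 ± 84.9 at ZT16 in WT cortex, and of 1960 ± 62.4 and 2333 ± 242 in S1/2-/- cortex (SD, n = 2 mice each). Its change between the times was 1.41-fold in WT (log2 fold change 0.50, standard error 0.13, adjusted p = 0.495 from limma) and 1.19-fold in S1/2-/- mice, and the difference between these changes did not pass the test (log2 difference -0.25, adjusted p = 0.912). Between the genotypes it was 2.21-fold higher in S1/2-/- than in WT mice at ZT4 (adjusted p = 0.0235) and 1.86-fold at ZT16 (adjusted p = 0.0578, and 0.0279 without WT ZT16 replicate 1). *Enpp2* was not analysed here.
Of 21 tested myelin genes that the paper does not name, 19 were higher at ZT16 in WT, with a median log2 fold change of 0.25, and the list rose (camera adjusted p = 2.31e-08; adjusted p = 0.0825 with an estimated correlation). None passed over all genes and 8 had an unadjusted p under 0.05. The actin-severing protein *Gsn* with 0.96 (adjusted p = 0.115, and 0.0369 without WT ZT16 replicate 1), the small heat shock protein *Cryab* with 0.89 (adjusted p = 0.217) and the myelin glycoprotein *Mag* with 0.66 (adjusted p = 0.42) passed when adjusted over the list alone. Of these, 10 were higher in S1/2-/- mice, with a median of -0.03 (camera adjusted p = 0.869). At ZT4 18 of the 21 were higher in S1/2-/- than in WT mice, with a median of 0.36 (camera adjusted p = 9.55e-14; adjusted p = 0.056 with an estimated correlation); 3 passed over all genes and 7 over the list alone. At ZT16 the median was 0.24 (camera adjusted p = 0.0662). The adjusted p was 0.491 with an estimated correlation, 0.226 with fry, 0.102 with fgsea and 0.0253 after quantile normalization. This median was 0.192 without WT ZT16 replicate 2 and 0.266 without S1/2-/- ZT16 replicate 1.
The call of *Cldn11* at ZT4 was lost without WT ZT4 replicate 1 (adjusted p = 0.244), S1/2-/- ZT4 replicate 1 (0.163), S1/2-/- ZT4 replicate 2 (0.142), S1/2-/- ZT16 replicate 1 (0.0714) or S1/2-/- ZT16 replicate 2 (0.0734), with adjusted p from 0.0119 to 0.244 over its alternatives.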

By qRT-PCR, we validated differential expression of selected genes in independent groups of mice in LD and DD (Figure 2B and Table S1). The analyses under constant darkness (DD) revealed a highly similar attenuated amplitude ruling out potential light masking effects.

Next, we used gene set enrichment analysis (GSEA) to identify cellular processes potentially altered in S1/2^-/-^ mice [40]. Similar to the gene-by-gene analysis, we detected the most profound differences when comparing WT and S1/2^-/-^ array data obtained at ZT16. 

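At ZT4 several myelin genes were higher in S1/2-/- than in WT cortex. *Gsn*, *Mal*, a membrane protein of myelin, and *Mobp*, a basic protein of myelin, had log2 differences of 1.22, 0.88 and 0.79 (adjusted p = 0.0235 for each from limma), and 2 further probe sets of *Mobp* had 0.84 and 1.18 (adjusted p = 0.032 and 0.04), while another had 0.87 (adjusted p = 0.0595). *Mbp*, another basic protein of myelin, had 0.58 (adjusted p = 0.032), just below the fold threshold, and *Bcan*, a proteoglycan of the brain matrix, had 0.71 (adjusted p = 0.0505, with 0.0146 to 0.391 over its alternatives). *H2-T18*, a nonclassical major histocompatibility gene, had 1.74, and *Gfap*, the intermediate filament of astrocytes, had 1.18 (adjusted p = 0.0595 for each); without WT ZT16 replicate 1 these were 0.0188 and 0.0286, and without WT ZT16 replicate 2 they were 0.0173 and 0.0303. The calls of *Gsn*, *Mal* and all 3 probe sets of *Mobp* were lost without any 1 of the 4 arrays of ZT4 or of the 2 S1/2-/- arrays of ZT16, with adjusted p up to 0.281, and without the intensity trend (adjusted p = 0.204 to 0.391).
At ZT16 the lowest adjusted p among named genes was 0.0578, shared by *Bcan*, with a log2 difference of 0.81, *Grik5*, a kainate receptor subunit, with 0.72, *Fgfr1op2* with -1.25 and *Cldn11*. *Avpi1* had -2.20 (adjusted p = 0.0734, and 0.0296 without WT ZT16 replicate 1), *Adgrg1* 0.97 and *Gpatch2* 1.72 (adjusted p = 0.212 for each, and 0.0188 without WT ZT16 replicate 1 for *Adgrg1*). *Gfap* at this time had 1.11 (adjusted p = 0.12), the actin regulator *Marcksl1* had 1.31 (adjusted p = 0.124) and the chaperone *Hspa1a* -0.99 (adjusted p = 0.125). Without WT ZT16 replicate 1 the adjusted p was 0.0162 for *Bcan*, 0.0214 for *Grik5*, 0.0279 for *Fgfr1op2*, 0.0319 for *Marcksl1* and 0.0441 for *Hspa1a*, and without WT ZT16 replicate 2 it was 0.0485 for *Bcan*. Astrocyte genes as a list were higher in S1/2-/- mice, 12 of 17 at ZT16 with a median of 0.12 and 14 of 17 at ZT4 with a median of 0.18 (camera adjusted p = 0.00628 and 0.00556; adjusted p = 0.276 and 0.204 with an estimated correlation). None of the 17 passed over all genes at either time, 2 passed at each when adjusted over the list alone, and 4 at ZT16 and 3 higher and 1 lower at ZT4 had an unadjusted p under 0.05.
Between the genotypes, limma called 1 probe set at ZT16, which has no gene symbol, and 7 at ZT4, of which 6 were higher and 1 lower in S1/2-/- mice. At an unadjusted p under 0.05 with the fold threshold there were 319 at ZT16 and 248 at ZT4, and with ANOVA, which the methods give for changes over time only, 195 and 168 at an unadjusted p and none after adjustment. Of the 36 gene lists, 9 passed camera at ZT16 and 15 at ZT4; with an estimated correlation none passed at ZT16 and 2 passed at ZT4. fry passed 4 and 7 lists and fgsea, which ranks genes as GSEA does, 8 and 14.
The counts moved with single arrays. At ZT16 the count was 156 without WT ZT16 replicate 1, 2 without WT ZT16 replicate 2, and 0 without S1/2-/- ZT16 replicate 1 or any of the 4 arrays of ZT4. At ZT4 it was 0 without S1/2-/- ZT16 replicate 1, S1/2-/- ZT16 replicate 2 or WT ZT4 replicate 1, 1 without S1/2-/- ZT4 replicate 1 or S1/2-/- ZT4 replicate 2, 13 without WT ZT16 replicate 1 and 14 without WT ZT16 replicate 2.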

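At ZT16, 31 of 39 tested genes of the proteasome, the protease that degrades ubiquitinated proteins, were lower in S1/2-/- than in WT cortex, with a median log2 difference of -0.11. *Psmb6*, a catalytic subunit, had -0.72 (standard error 0.15, adjusted p = 0.212 from limma) and *Psmb3*, another subunit of the core, -0.45 (adjusted p = 0.355). Over their alternatives, *Psmb6* ranged from -0.885 to -0.555 and *Psmb3* from -0.67 to -0.221. Of 24 tested genes of ribosomal proteins, 17 were lower, with a median of -0.19. They were led by *Rpl22* with -0.73 (adjusted p = 0.306) and *Rps7* with -0.25 (adjusted p = 0.365). The ribosome median was -0.107 without the intensity filter and ranged from -0.253 to -0.122 when single arrays were left out. Among 66 tested genes of oxidative phosphorylation, 49 were lower, with a median of -0.16. They were led by the complex III subunits *Uqcrc2* with -0.43 (adjusted p = 0.248) and *Uqcr10* with -0.39 (adjusted p = 0.281). This median ranged from -0.205 to -0.104 when single arrays were left out.
All 3 lists fell at ZT16 (camera adjusted p = 0.00198 for proteasome, 0.000617 for ribosome and 3.35e-05 for oxidative phosphorylation). With an estimated correlation none of the 3 passed (adjusted p = 0.155, 0.355 and 0.204), and with fry the proteasome alone passed (adjusted p = 0.029, 0.112 and 0.0936). In the stand-in for GSEA, fgsea, the adjusted p were 0.000391, 9.6e-06 and 2.62e-08. *Psmb6* passed when adjusted over the list alone and no gene of the 3 lists passed over all genes, with 6 lower and 1 higher, 11 lower, and 14 lower and 1 higher at an unadjusted p under 0.05. Without WT ZT16 replicate 1 the adjusted p over all genes was 0.0227 for *Psmb6* and 0.0219 for *Psmb3*.
At ZT4, proteasome genes fell in S1/2-/- mice by a similar median of -0.10 (camera adjusted p = 0.00556; adjusted p = 0.0956 with an estimated correlation, 0.0911 without WT ZT4 replicate 1 and 0.066 without S1/2-/- ZT4 replicate 2). The ribosome and oxidative phosphorylation lists did not pass there, with medians of -0.09 and -0.02 (camera adjusted p = 0.0533 and 0.471). For oxidative phosphorylation the difference between the times was tested, with a median of -0.13 (camera adjusted p = 0.00189; adjusted p = 0.306 with an estimated correlation, and 0.0506 without S1/2-/- ZT4 replicate 1). From ZT4 to ZT16 the proteasome list had a median of -0.06 in WT (camera adjusted p = 0.231) and fell in S1/2-/- mice by 0.10 (camera adjusted p = 0.033; adjusted p = 0.424 with an estimated correlation, 0.084 without S1/2-/- ZT4 replicate 1, 0.0635 without S1/2-/- ZT4 replicate 2, 0.146 without S1/2-/- ZT16 replicate 1, 0.0664 with quantile normalization and 0.0704 with the filter at the 60th percentile), with an adjusted p from 0.0201 to 0.424 over its alternatives. Genes of mRNA processing and translation factors did not differ at ZT16 by the test (medians -0.04 and 0.04, camera adjusted p = 0.34 and 0.922; for the translation factors camera's direction was downward, opposite to the median).
Choroid plexus genes were lower in S1/2-/- mice at ZT16, 12 of 13 with a median of -0.22 (camera adjusted p = 0.00988; adjusted p = 0.204 with an estimated correlation), where none passed over all genes, 2 had an unadjusted p under 0.05 and 1 passed over the list alone. Pan-neuronal genes had a median of 0.05 (camera adjusted p = 0.512).

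**Figure D2:**
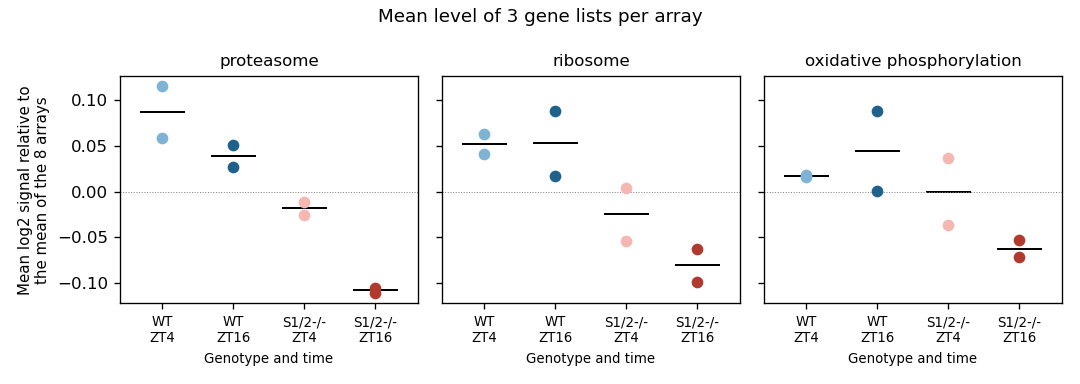
Mean log2 signal of the tested genes of the proteasome, the ribosome and oxidative phosphorylation per array, relative to the mean of the 8 arrays (vertical axis), in WT and S1/2-/- mice at ZT4 and ZT16 (horizontal axis). Each point is 1 mouse and each line the mean of 2 mice; at ZT16 both S1/2-/- mice lie below both WT mice in all 3 panels.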

Among the most significantly up-regulated gene sets in WT samples were several involved in cellular metabolism, such as components of the proteasome and ribosome as well as genes associated with oxidative phosphorylation (p-val<0.0001, FDR q-val<0.05) (Figure S3). Again, these molecular adaptations correlated with the attenuated sleep-wake/activity-rest amplitudes observed in S1/2^-/-^ animals. We also analyzed gene expression in cortical samples obtained from WT and S1/2^-/-^ mice after sleep deprivation. mRNA levels of two housekeeping genes, *Atp5b* and *Actb,* as well as *Per2* remained unaltered between WT and S1/2^-/-^ mutants (Figure S4B). In contrast, SD-induced down-regulation of *Per1*, *Fos* and *Egr1* gene expression observed in WT animals was markedly attenuated in S1/2^-/-^ mice correlating with genotype dependent REM sleep alterations at ZT10 (Figure S1C and S4B).

### Molecular signatures reveal associations with psychiatric disorders

In an unbiased approach, we applied software tools to detect potential associations of daytime-dependent cortical gene expression signatures (Table S1) in S1/2^-/-^ mice with particular disease classifiers [41]. Among the ten most significant matches were seven neurological medical subject heading (MeSH) classifiers and of those five were related to mood or psychotic disorders, suggesting a potential link between SHARP dysfunction and psychiatric diseases beyond alterations in sleep (Figure 2C). We further extended this analysis by applying pathway modeling algorithms to daytime-regulated genes including SHARP1 and -2 as seed nodes (Figure 3A). This approach aimed at detecting relationships between transcriptionally regulated as well as unregulated but functionally linked gene products to provide a more complete picture [42]. We used the most stringent shortest path algorithm that allows only 1-step indirect connections from curated literature, pathway and protein-interaction databases (see Methods). The corresponding network model predicted close functional interactions of 14 out of 23 gene products (64%) of the cortical gene expression signature (including SHARP1 and -2) and 15 connecting nodes (Figure 3A). Two distinct sub-clusters emerged from the network structure. One cluster connects components involved in neuronal signalling (enkephalin A, substance P, A2A and DRD2) and downstream effectors including negative regulators (DUSP1,6 and HSPs) as well as transcriptional mediators (e.g. FOS, EGR1, JUNB, NR4A1). 

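Several genes of this cluster were not picked by their own change on the arrays. *Arrb1*, encoding beta-arrestin, which ends signalling of G protein-coupled receptors, had a signal of 1250 ± 182 at ZT4 and 849 ± 131 at ZT16 in WT cortex (SD, n = 2 mice each), a log2 fold change of -0.56 (standard error 0.18, adjusted p = 0.604 from limma), and a log2 fold change of 0.23 in S1/2-/- mice. *Jun*, a partner of FOS in the AP-1 transcription factor, had -0.26 in WT (adjusted p = 0.831) and -0.22 in S1/2-/- mice. *Creb1*, a transcription factor activated by cAMP signalling, and *Tacr1*, the receptor of substance P, lay below the intensity filter, and in the fit without it their changes in WT were -0.56 (adjusted p = 0.916) and 0.17 (adjusted p = 0.983).
Of the 14 genes of this cluster on the array 12 were tested; 10 were higher at ZT16 in WT, with a median log2 fold change of 1.45, and *Arrb1* and *Jun* were lower. The list rose in WT (camera adjusted p = 4.74e-14; adjusted p = 0.0138 with an estimated correlation); *Dusp1* passed over all genes and 9 genes passed when adjusted over the list alone. The median in S1/2-/- mice was 0.10 (camera adjusted p = 0.319), none passed over all genes or over the list alone, and 2 had an unadjusted p under 0.05. The difference between the genotypes had a median of -1.06 (camera adjusted p = 3.99e-08; adjusted p = 0.0325 with an estimated correlation); 7 genes with a negative and 1 with a positive difference passed over the list alone, the latter being *Arrb1* with 0.79 (adjusted p = 0.738 over all genes). The study chose most of these genes on these arrays, so the camera p and the counts over the list alone, in WT and for the difference, are not independent evidence. When single arrays were left out, the log2 fold change of *Jun* ranged from -0.57 to 0.06 in WT and from -0.54 to 0.10 in S1/2-/- mice.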

The second cluster is comprised of central components of the molecular clock (e.g. the core clock transcription factors CLOCK, NPAS2 and BMAL1 as well as clock feedback regulators and modifiers including SHARP1 and -2, PER1 and -2, CRY1 and DBP and Rev-ERBalpha). 

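*Clock*, whose product forms the activating complex of the clock with BMAL1, had a log2 fold change from ZT4 to ZT16 of 0.14 in WT and -0.06 in S1/2-/- cortex. *Npas2*, a paralog of *Clock*, had -0.38 in WT (standard error 0.66) and 0.91 in S1/2-/- mice, and *Arntl*, which encodes BMAL1, had -0.19 and 0.37. *Dbp*, an activator of clock output, had 0.49 in WT and -0.11 in S1/2-/- mice, *Nr1d1*, encoding REV-ERBalpha, had -0.15 and -0.10, and *Per3* had -0.08 and -0.25. None of these changes passed limma's test (adjusted p = 0.641 to 0.962 in WT and 0.648 or more in S1/2-/- mice), nor did the difference in *Arntl* (log2 difference 0.56, adjusted p = 0.827).
Of the 10 genes of this cluster that were tested, 6 were higher at ZT16 in each genotype, with median log2 fold changes of 0.20 in WT and 0.26 in S1/2-/- mice. The list rose in both genotypes (camera adjusted p = 0.021 and 0.033), but not with an estimated correlation (adjusted p = 0.18 and 0.424), and the difference between the genotypes did not pass (median -0.04, camera adjusted p = 0.899). None of its genes passed over all genes, while 3 in WT and 4 in S1/2-/- mice had an unadjusted p under 0.05 and 2 and 1 passed when adjusted over the list alone. The study chose *Per1*, *Per2* and *Cry1* among them on these arrays, so the camera p and these counts are not independent evidence. In S1/2-/- mice the log2 fold change of *Npas2* ranged from -0.37 to 2.18 and that of *Dbp* from -0.42 to 0.21 when single arrays were left out.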

Remarkably, only SHARP1, PER1 and BMAL1 were detected as connecting nodes between both clusters (Figure 3A). We queried the GeneGo databases with all components of this extended network to reveal associations with particular cellular process and diseases in an unbiased way. Among the top ten ranked disease associations were nine corresponding to psychiatric disorders including depressive, affective and psychotic MeSH classifiers (ranging from major depressive disorder [rank 1, p<10^−26^] to BD [rank 4, p<10^−23^] and SZ [rank 9, p<10^−16^]) (Figure 3B). Among the top ten ranked GO biological processes are two circadian rhythm related ones (circadian rhythm [rank 1, p<10^−22^] and rhythmic processes [rank 2, p<10^−22^]), and several that refer to central metabolic processes most likely reflecting the interaction between circadian clock function and cellular metabolic control [43]–[45] (Figure 3C).

**Figure 3:**
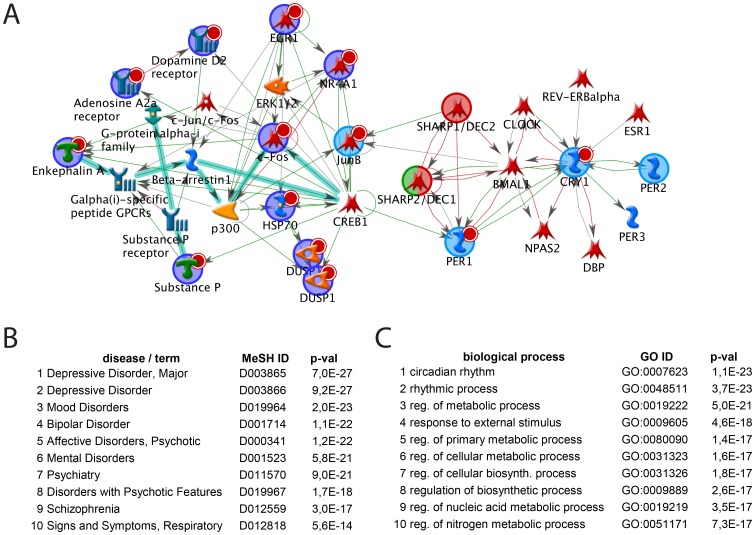
Unbiased network modeling links cortical signaling with clock components via SHARP1, BMAL1 and PER1. A) Depicted is the network model with the highest significance computed with all genes found to be differentially regulated in the cortex at ZT4 versus ZT16 (see. Figure 2A, Tables S1-S3 and Figure S9 for description of symbols) including SHARP1 and -2. The network connects 14 seed nodes depicted as blue circles (higher expression levels in WT are indicated by associated small red circles) extended by 13 interactors. SHARP1 and -2 are labeled by red circles; all nodes added by the algorithm are not underlined by colored circles. The structure depicts two major clusters and places the circadian regulators SHARP1 and SHARP2 as well as PER1 at central positions. The left cluster (n = 19 objects) is mainly comprised of cellular signaling components (enkephalin A, substance P both encoded by *Penk* and the GPCRs A2A and DRD2) and downstream effectors including negative regulators (DUSP1,6 and HSPs) as well as transcriptional mediators (e.g. FOS, EGR1, JUNB). The right cluster (n = 12) comprises central components of the molecular clock (e.g. the core clock transcription factors CLOCK, NPAS2 and BMAL1 as well as clock feedback regulators and modifiers including SHARP1 and -2, PER1 and -2, CRY1, DBP and NR1D1/Rev-ERBalpha). The extended network gene list was queried against the GeneGo database for enriched correlations with diseases (B) and biological processes (C). Among the ten most significant disease associations were nine mental or mood related disease classifications (B). Among the ten highest ranked biological processes were only circadian rhythm- (rank 1 and 2) and metabolism-associated (rank 3–8) processes (C). MeSH ID, unique Medical Subject Heading disease identifier; GO ID, unique identifier of the gene ontology biological process collection; p-values determined by hypergeometric tests.

### S1/2^-/-^ mice display endophenotypes of psychiatric disease

EEG recordings revealed a role of SHARP1/2 in the homeostatic control of sleep and unsupervised analysis of cortical gene expression profiles provided a possible link to psychiatric diseases, particularly mood and psychotic disorders. Therefore, we analyzed S1/2^-/-^ mice to assess behavioral aspects that may be relevant in the context of psychiatric diseases: including basic behavior (motivation, exploratory, curiosity and anxiety), working memory performance and sensorimotor gating (Figure 4–5 and Figure S5–S8). In the open field test, we observed a highly significant novelty-induced hyperactivity in an unfamiliar environment (p_MW_ (p value for Mann-Whitney test) <0.0006; Figure 4A), persistent during the entire test (effect of genotype p = 0.0002; 2-way ANOVA, Figure 4B) and most prominent in interval 3, 5 and 10 (p_Bonf_ (p values for Bonferroni post test) <0.01, <0.05 and <0.05, respectively;). S1/2^-/-^ mice spent more time in the center (p_MW_<0.0004) of the test arena than controls possibly indicating reduced anxiety or risk-taking behavior (Figure 4C). Elevated plus maze (Figure S5A) and light-dark preference test (Figure S5B), however, did not reveal alterations of anxiety-related behavior. S1/2^-/-^ mice spent similar time in closed arms in elevated plus maze (p_MW_ = 0.8693) and in the dark compartment during light-dark preference test when compared with WT controls (p_MW_ = 0.1917). On the subsequent day after the open field test, the same test arena was equipped with a ‘hole-board’ to monitor nose pokes as an indicator of exploratory drive, curiosity-related behavior. Whereas the total travelled distance did not differ between the genotypes under more familiar conditions (Figure 4D), the number of nose pokes (Figure 4E) was significantly reduced in S1/2^-/-^ versus WT mice (p_MW_ = 0.0014). However, motivational behavior as assessed in tail suspension test (p_MW_ = 0.9456; Figure S5C) and in sucrose preference test (p = 0.1719; 2-way ANOVA, Figure S5D) was unaltered.

**Figure 4:**
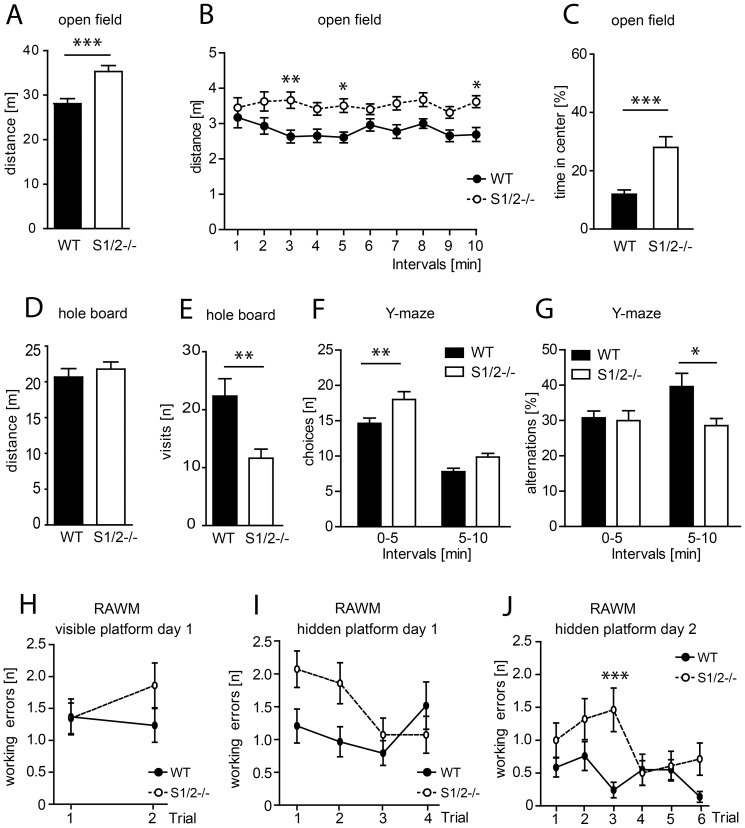
S1/2^-/-^ mice display novelty induced hyperactivity, decreased anxiety and exploratory behavior and working memory disturbances. A–C) Open field test performed in a novel, unfamiliar test arena. WT: n = 24, S1/2^-/-^: n = 26. A) Novelty-induced hyperactivity in S1/2^-/-^ mice as assessed by moving distance in the open field (p_MW_ = 0.0006). B) Analysis in 1 min bins yielded a significant E_genotype_ (F_(1,48)_ = 16.46; p = 0.0002). Moreover, Bonferroni posttest revealed the strongest difference between the genotypes in interval 3, 5 and 10 (p_Bonf_<0.01, p_Bonf_<0.05 and p_Bonf_<0.05, respectively). C) Mutants spent more time in the center (p_MW_ = 0.0004) of the test arena indicating reduced anxiety when compared to controls. D-E) Hole board test performed with a subsequent modification of the open field setup by floor insert with holes. WT: n = 24, S1/2^-/-^: n = 26. D) S1/2^-/-^ mice displayed no alterations in the overall activity measured as total distance travelled. E) S1/2^-/-^ mice performed less nose pokes into holes (p_MW_ = 0.0014) indicating decreased curiosity-related behavior compared to WT. F-G) Y-maze test. WT: n = 23, S1/2^-/-^: n = 20. F) S1/2^-/-^ mice showed increased activity in Y-maze test (E_genotype_ F_(1,41)_ = 10.98; p = 0.0019) most evident in interval 0-5 min (p_Bonf_<0.01). G) Mutant mice performed less alterations in Y-maze than control animals (E_genotype_ F_(1,41)_ = 4.86; p = 0.0331) and p_Bonf_<0.05 for interval 5–10 min. H-J) S1/2^-/-^ mice display impairment of working memory in the radial arm water maze (RAWM). WT: n = 29, S1/2^-/-^: n = 28. H) In the visible platform task, performance was similar in both genotypes (E_genotype_ F_(1,55)_ = 0.65; p = 0.4236). I-J) S1/2^-/-^ mice showed increased number of working errors searching for a hidden platform on the first (I) (E_genotype_ F_(1,55)_ = 3.93; p = 0.0524; I_genotype×time_ F_(3,165)_ = 2.68; p = 0.0486) and the second (J) day of experiment (E_genotype_ F_(1,55)_ = 9.05; p = 0.0044) and I_genotype×time_ F_(5,275)_ = 2.34; p = 0.0422). Bonferroni posttest revealed significant difference during the 3^rd^ trial of the second day (p_Bonf_<0.001). WT, black bars/circles. S1/2^-/-^, white bars/circles. Data were analyzed with 2-way ANOVA with Bonferroni posttest (p_Bonf_) and Mann-Whitney test (p_MW_) for pairwise comparisons. ***: p<0.001; **: p<0.01; *: p<0.05. E, effect; I, interaction of factors.

**Figure 5:**
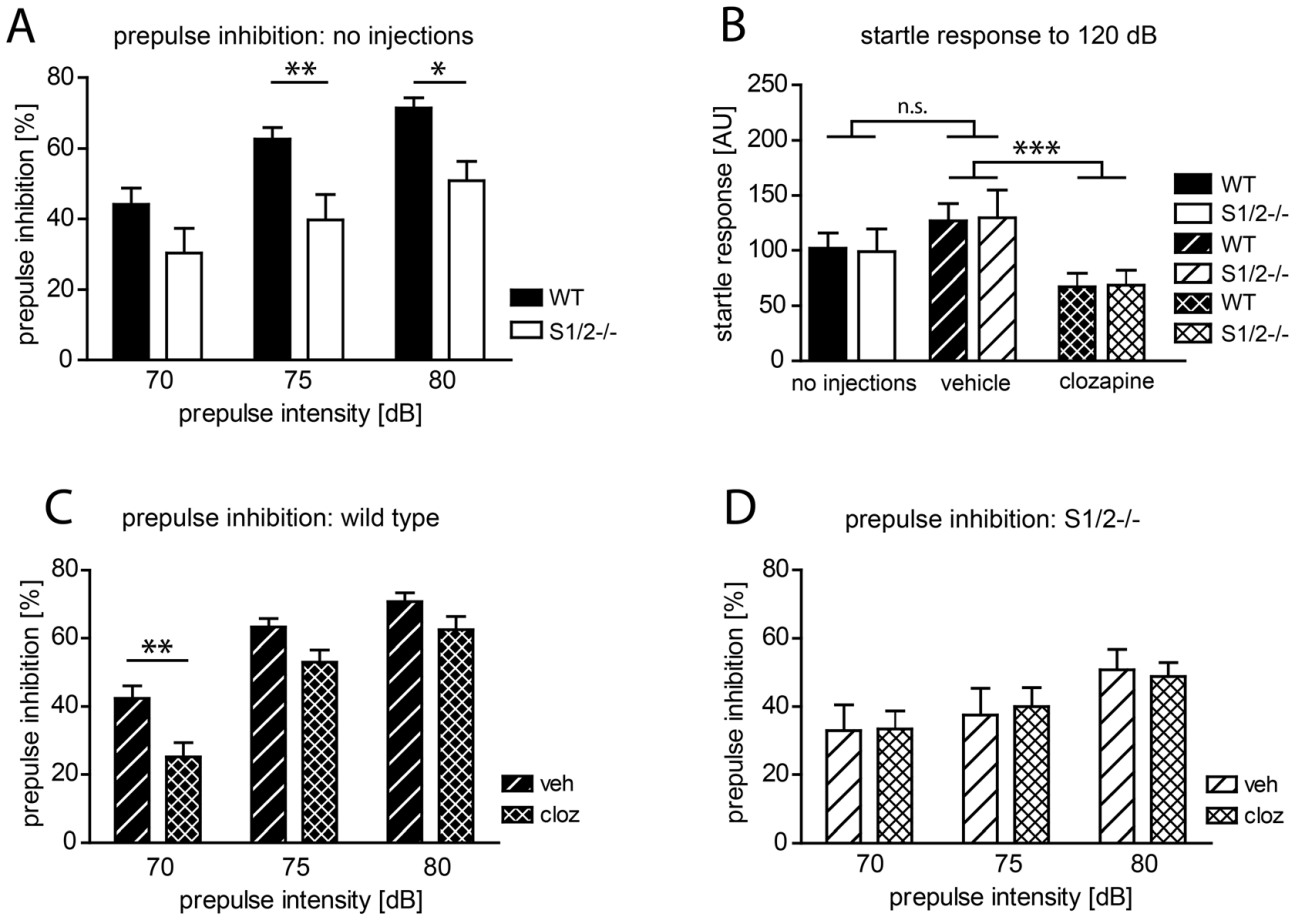
S1/2^-/-^ mice show alterations of prepulse inhibition (PPI) which are resistant to Clozapine treatment. A) S1/2^-/-^ mice display impairment of PPI (E_genotype_ F_(1,43)_ = 7.99; p = 0.0071). Bonferroni posttest revealed significant difference in prepulse 75 und 80 dB (p_Bonf_<0.01 and p_Bonf_<0.05, respectively). WT: n = 24, S1/2^-/-^: n = 21. B) Startle response was similar in S1/2^-/-^ mice and WT controls (E_genotype_ F_(1,88)_ = 0.00; p = 0.9958) and not influenced significantly by vehicle injections (E_treatment_ F_(1,88)_ = 2.18; p = 0.1434). Acute clozapine treatment (3 mg/kg) reduced startle in both genotypes to similar extend (E_treatment_ F_(1,82)_ = 11.83; p = 0.0009 and E_genotype_ F_(1,82)_ = 0.01; p = 0.9030). ‘No injections’ and ‘vehicle’ groups: WT: n = 25, S1/2^-/-^: n = 21; clozapine: WT: n = 20, S1/2^-/-^: n = 20. C) Acute treatment with clozapine (cloz; 3 mg/kg; n = 20) reduced PPI in WT mice when compared to vehicle (veh; n = 24) treated WT animals (E_treatment_ F_(1,42)_ = 10.33; p = 0.0025). Bonferroni posttest confirmed significant difference when prepulse 70 dB was applied (p_Bonf_<0.01). D) Acute treatment with clozapine (cloz; 3 mg/kg) did not influence PPI in S1/2^-/-^ mice (n = 20) when compared to vehicle injected mutants (n = 21) (E_treatment_ F_(1,39)_ = 0.00; p = 0.9716). Data were analyzed with 2-way ANOVA and Bonferroni posttest (p_Bonf_). ***: p<0.001; **: p<0.01; *: p<0.05. E, effect.

As impairment of working memory is one of the core symptoms of SZ and BD [46]–[48], we addressed working memory performance of S1/2^-/-^ mice using the Y-maze test. S1/2^-/-^ animals displayed an increased activity in this novel environment performing more arm choices (p = 0.0022; 2-way ANOVA, Figure 4F), mainly during the first 5 min (p_Bonf_<0.01). Mutants showed less alterations in Y-maze than controls (p = 0.0331; 2-way ANOVA, Figure 4G) with the lower performance during interval 5–10 min (p_Bonf_<0.05). We also observed working memory deficits in a radial arm water maze (Figure 4H–J). In the visible platform task, performance was similar in both genotypes (p = 0.4236; 2-way ANOVA, Figure 4H) but S1/2^-/-^ mice displayed more working errors searching for a hidden platform on the first (p = 0.0524; 2-way ANOVA, interaction genotype×time p = 0.0486; Figure 4I) and on the second day of the experiment (effect of genotype p = 0.0044 and genotype × time p = 0.0422; 2-way ANOVA, Figure 4J) with the most prominent difference during trial 3 (p_Bonf_<0.001; Figure 4J).

To assess sensorimotor gating as an additional endophenotype of several psychiatric diseases [49]–[51], S1/2^-/-^ mice and WT controls were tested in a prepulse inhibition (PPI) test under normal conditions and after treatment with clozapine. We performed the tests on 3 consecutive days with naïve animals (day 1), injected with vehicle (day 2) and after acute clozapine treatment (3mg/kg; day 3).

To exclude possible effects of multiple testing on PPI, we first exposed naïve wild type animals (age-matched male C57Bl/6) on three consecutive days to PPI (Figure S6). We did not observe effects of multiple testing on PPI (p = 0.1539; 2-way ANOVA; Figure S6A) nor on startle response (p = 0.9724, 1-way ANOVA; Figure S6B).

Naïve S1/2^-/-^ mice displayed pronounced impairment of PPI (p = 0.0071; Figure 5A) with most significant difference at prepulse 75 and 80 dB (p_Bonf_<0.01 and p_Bonf_<0.05, respectively). Startle response (Figure 5B) was similar in S1/2^-/-^ mice and WT controls (p = 0.9958; 2-way ANOVA) and was not influenced significantly by vehicle injections (p = 0.1434; 2-way ANOVA).

Acute clozapine treatment (3 mg/kg) reduced startle response in both genotypes to similar extend when compared with vehicle injections (p = 0.0009; 2-way ANOVA, Figure 5B). Clozapine diminished PPI in WT mice when compared to vehicle treated animals (p = 0.0025; 2-way ANOVA, Figure 5C). Bonferroni posttest yielded significant difference at 70 dB prepulse (p_Bonf_<0.01). Clozapine had no effects on PPI in S1/2^-/-^ mice (p = 0.9716; 2-way ANOVA, Figure 5D).

S1/2^-/-^ and control mice showed habituation to 120 dB pulse during PPI assessment (naïve: p<0.0001; Figure S7A; vehicle: p = 0.0006; Figure S7B; clozapine: p = 0.0197; Figure S7C; 2-way ANOVA) which was comparable between the genotypes in all treatment groups (naïve: p = 0.4766; vehicle: p = 0.6974; clozapine: p = 0.6008; 2-way ANOVA).

We also assessed effects of vehicle and clozapine (3 mg/kg) injections in the open field (Figure S8). Vehicle injection reduced hyperactivity in S1/2^-/-^ mutants and increased anxiety in WT and to a lesser extend also in S1/2^-/-^ mutants (p_MW_ = 0.2380, Figure S8A and p_MW_ = 0.2250, Figure S8B). Clozapine treatment dramatically reduced the overall activity (p<0.0001; Figure S8A) and time spent in the center (p = 0.0009; Figure S8B) in both genotypes. However, clozapine effects were stronger on S1/2^-/-^ mice regarding distance (interaction genotype × treatment p = 0.0296, 2-way ANOVA) and time in center (interaction genotype × treatment p = 0.0665, 2-way ANOVA).

## Discussion

### Altered sleep architecture in S1/2^-/-^ mice

In this study, we have analyzed the sleep architecture, daytime-dependent gene expression in the cortex and behavior in SHARP1 and SHARP2 double deficient (S1/2^-/-^) mice. Our data show that sleep-wake profiles, responses of REM sleep and theta oscillations to sleep deprivation, running wheel behavior and activity-related cortical gene expression are altered in S1/2^-/-^ animals, although the 24 h cumulated total amount of sleep and wakefulness and overall circadian rhythmicity remain unaltered. The alteration of sleep architecture in S1/2^-/-^ mutants, however, does not phenocopy mice that express the human SHARP1/DEC2(P385R) protein which display a reduction in total sleep time [38]. This implies that the P385R mutant SHARP1 protein does not act in a ‘simple’ dominant-negative fashion interfering with SHARP1/2 repressor functions [38], i.e. by forming heterotypic homo- or heterodimers with ‘wild-type’ proteins. Since SHARP1 and SHARP2 can homo- and heterodimerize [52] and function in a context dependent fashion either as repressors and co-activators of CLOCK, NPAS2 as well as other transcriptional regulators [35], it might be possible that the mutant SHARP1/DEC2(P385R) protein could be mechanistically specific e.g. by only affecting discrete repressive functions. This hypothesis should be addressed experimentally and might be helpful in understanding the molecular mechanisms that cause distinct sleep phenotypes in S1/2^-/-^ mice versus those expressing the SHARP1/DEC2(P385R) mutant protein. In addition, S1/2^-/-^ mice display alterations e.g. in REM sleep that have not been observed in SHARP1 single mutants [38]. Moreover, we found that REM sleep associated theta oscillations were altered in S1/2^-/-^ mice upon sleep deprivation. Thus, loss of SHARP function causes an altered adaptability of environmental stressors at the level of neuronal synchronizations which may be of relevance for psychiatric disease related behavior such as anxiety [30], [53].

### SHARP1/2 mutants display ‘mixed-state’ endophenotypes of psychiatric diseases

In a novel environment, S1/2^-/-^ mice display locomotor hyperactivity and diminished anxiety comparable to mania-like behavior. Diminished anxiety can be interpreted as increased risk taking [54], one of symptoms of BD [55]. However, alterations in other anxiety tests were absent; possibly because different anxiety tests monitor distinct types of emotional behavior as suggested previously [56], [57]. Contrasting anxiety phenotypes have also been found in mice haploinsufficient for the SZ/BD risk gene CACNA1c [58], [59] and in mice heterozygous for the BD associated gene *Ank3* showing altered behavior in elevated plus maze and light-dark preference but not in the open field test [60]. However, no hyperactivity was detected in S1/2^-/-^ animals in a more intimate environment resembling the phenotype of mice with a dopamine transporter knockdown where mania-like exploratory behavior is present in novel but diminished in a familiar environment [61]. In S1/2^-/-^ mice, specific exploration measured by nose pokes was diminished resembling more depression-like symptoms. Similarly, when monitored for the 24 h voluntary locomotor activity profile in home cage, S1/2^-/-^ mice displayed hypoactivity during the dark phase (D) which correlates with the observed relative increase of sleep in D. The locomotor hypoactivity, reduced exploratory drive and increased sleepiness in the active phase in S1/2^-/-^ mutants are more reminiscent of a depression-like state. Mixed-state or paradoxical phenotypes of mania- and depression-like behavior have previously been observed when inactivating CLOCK selectively in the hypothalamus [62]. Mouse mutants lacking functional CLOCK or NPAS2 show locomotor hyperactivity and reduced sleep in D [28], [29], which has been interpreted as mania-like behavior in CLOCK deficient mice [29]. Therefore, SHARP1/2 mutant mice meet selected ‘mixed-state’ criteria for face validity towards BD similarly to *Clock* mutants [63]. Nonetheless, it is still unclear which of the mixed-state phenotypes are a direct or indirect consequence of loss of SHARP1/2 functions. It is possible that feedback mechanisms operate at the molecular and behavioral level that cause mutual relationships e.g. between sleep and affective phenotypes seen in S1/2^-/-^ mice.

### Altered endophenotypes at the circuitry level

The spectrum of endophenotypes in S1/2^-/-^ mice with relevance for psychiatric diseases is further expanded by the working memory impairments and PPI deficits. Working memory deficits are prominent in SZ and BD [46]–[48] and corresponding animal models [64]–[68]. In concordance with published data, acute clozapine treatment reduced PPI in WT [67] but had no further effect on the low PPI levels in S1/2^-/-^ mice. Interestingly, clozapine is also not effective in more than 50% of treatment resistant schizophrenic patients [69]. Although clozapine had differential effects on PPI, it reduced to a similar extend startle amplitude in both S1/2^-/-^ mutant and control mice which has been described in mice [67], [68] and human subjects [70]; however, showing stronger sedative effects on S1/2^-/-^ mutants. Resistance of S1/2^-/-^ mice towards clozapine in PPI may be partially related to the blunted DRD2 expression in these mutants [71], [72], although other mechanisms might also be involved given the broad pharmacological profile of clozapine. Therefore, S1/2^-/-^ mice may be a valuable model to test novel compounds or therapies to overcome clozapine resistance.

### Cortical gene expression profiling reveals associations with psychiatric diseases

We applied unbiased bioinformatic algorithms to identify biological process and disease associations with gene sets obtained from cortical gene expression profiling in WT and S1/2^-/-^ mice [41], [42]. These analyses use curator-indexed literature databases and do not provide direct experimental evidence. Nonetheless, these analyses identified several psychiatric diseases (particularly mood- and psychotic disorders) correlating with SHARP1/2 dysfunction-associated cortical gene expression. To substantiate these findings, we scanned the mouse phenotype database provided by the Jax labs (www.informatics.jax.org/phenotypes.shtml) and found that *Drd2* and *Adora2a* mouse mutants were associated with ‘hypoactivity’ (mouse phenotype ID MP:0001402) [73], [74] and display altered behavioral adaptability to psychostimulants [75], [76]. Polymorphisms in *ADORA2A* may modulate psychomotor vigilance and sleep EEG [76] and it has been previously noted that *DRD2* variants are associated with mood disorders [77]. In addition, DRD2 represents an interesting pharmacological target for the treatment of psychosis [78] and ADORA2A has been suggested as a target for the treatment of psychiatric diseases [79]. Moreover, we detected attenuated gene expression of three myelin genes (*Enpp2*, *Plp1*, *Cldn11*) in the cortex of S1/2^-/-^ mice. This finding provides an additional link with psychiatric diseases since reduced expression of oligodendrocyte/myelin markers is among the most replicated molecular observations in psychiatric diseases including SZ and major depression, although an underlying mechanistic concept for these observations is still missing [80]–[82].

### Disintegration of activity-dependent and circadian processes

Among the few upregulated genes in the cortex of S1/2^-/-^ mice at ZT16 were three canonical circadian factors (*Per1*, *Per2* and *Cry1*) indicating a functional clock in agreement with previous observations [35], [83]. The sleep-wake amplitude in expression of these circadian genes, however, was attenuated, although not completely abolished, as compared to that of plasticity-related genes. It has been noted before that the expression of clock regulated genes in the cortex is not strictly controlled by circadian mechanisms only [21] which may explain the partially reduced amplitude under LD and DD conditions in S1/2^-/-^ mice. We also detected the genes *Penk* and *Tac* encoding the neuropeptides preproenkephalin and tachykinin as deregulated in the cortex of S1/2^-/-^ mice. These hormones have been associated with anxiety, analgesic effects and altered stress responses [84], [85]. It is therefore possible that these and potentially other neuroendocrine factors may have caused or modulated some of the behavioral alterations observed in S1/2^-/-^ mice.

Sleep-wake behavior is regulated by circadian and homeostatic processes [13]–[15]. Therefore, the attenuated running wheel profile of S1/2^-/-^ mice in L, which is paralleled by increased NREM sleep levels and reduced activity-regulated gene expression, could be driven by disturbance of a thus far unknown homeostatic process. In consequence, an uncoupling of homeostatic and circadian processes could explain the molecular and behavioral alterations seen in S1/2^-/-^ mice. The identification of the postulated homeostatic process(es) altered upon loss of SHARP1 and -2 could help to better understand the link between the disturbed sleep architecture and the molecular and behavioral consequences.

Network modelling of all deregulated genes including SHARP1 and SHARP2 revealed a bipartite assembly of activity/plasticity genes and circadian factors that were connected by SHARP1 and PER1. It may thus be possible that particularly SHARP1 and also PER1 may be key regulators integrating plasticity-related as well as circadian and homeostatic processes in the cortex. As shown in this study, the loss of SHARP function results in a disintegration of both processes consequently leading to psychiatric (endo)phenotypes. Recent observations made with *Sharp1/2* and *Per1* triple null mutant mice, however, revealed a genetic interaction of these factors in the regulation of circadian locomotor activity [37]. In light of our findings presented in this study, it might thus be interesting to characterize sleep and behavior also in *Sharp1/2* and *Per1* triple mutants.

In summary, our findings support the hypothesis that abnormal sleep and certain (endo)phenotypes of psychiatric diseases may be caused by common mechanisms involving components of the molecular clock including SHARP1 and SHARP2. Moreover, genetically defined mouse models of circadian genes with distinct (endo)phenotype profiles, such as S1/2^-/-^ mice, may be useful for pre-clinical treatment trials in the context of psychiatric diseases including sleep and mood disorders.

## Materials and Methods

### Animal experiments

All animal experiments were conducted in accordance with NIH principles of laboratory animal care and were approved by the Government of Lower Saxony, Germany. The experiments were performed with cohorts of adult male mice aged 3–5 months, respectively. Cohorts of mice within experiments were age matched (±2 weeks). Parental single heterozygous mice were independently backcrossed to C57Bl/6J for more than ten generations as described previously [35]. Wild-type (WT) and *Sharp1* and *-2* double mutant mice (S1/2^-/-^) were obtained from double heterozygous breeding pairs [35], [86]. All experimental animals were group housed in the same ventilated sound-attenuated rooms under a 12 h light/12 h dark schedule at an ambient temperature of 21°C with food and water available *ad libitum*. All experiments were performed blinded to genotypes.

### Surgical implantation procedures

Surgery was performed under deep intraperitoneal anaesthesia with Ketamine/Xylazine (100 mg/kg; 10 mg/kg). Two stainless steel screws (diameter 0.7 mm; Plastics One) were implanted epidurally in the skull over the right parietal cortex (1.7 mm lateral to midline, 1.0 mm anterior to lambda) and the left frontal cortex (1.7 mm lateral to midline and 1.5 mm anterior to bregma) to derive the electroencephalogram (EEG). A third screw over the left hemisphere served as anchor screw. For electromyographic (EMG) recordings two stainless steel wires were inserted into the neck muscles bilaterally. All electrodes were connected to a mouse-adapted socket (Plastics One), which was fixed with dental acrylic cement.

### EEG Recordings

After surgery the animals were allowed to recover for at least 2 weeks before data acquisition. To habituate to recording conditions animals were connected to the recording lead attached to a swivel contact at least 4 days before the start of experiments. Recordings were performed on three consecutive 24 h periods starting at lights-on. Day one was not analyzed, day two served as baseline recordings and on day three animals were sleep deprived by gentle handling. EEG and EMG signals of four animals (two of each genotype) were recorded simultaneously to equally distribute environmental disturbances. EEG and EMG signals were amplified, filtered, analog-digital-converted at 256 Hz and stored on a computer hard disk (Sleep Sign Acquisition, Kissei Comtec). Three vigilance states, wakefulness (W), non rapid eye movement sleep (NREM) and rapid eye movement sleep (REM), were determined offline (Sleep Sign Analysis, Kissei Comtec) in epochs of 4 s by visual assessment of EEG- and EMG-recordings. Epochs containing more than one vigilance state were scored as the prevailing one and epochs containing recording artefacts were omitted from subsequent spectral analysis. The amount of each vigilance state was expressed as percentage of recording time.

### Spectral analysis and measurement of slow-wave-activity

For each 4 s epoch scored as NREM or REM sleep, EEG was subjected to a fast Fourier Transformation (FFT) analysis, yielding power spectra between 0.5 and 20 Hz with a 0.5 Hz resolution (Sleep Sign Analysis, Kissei Comtec). Slow wave activity (SWA) in NREM sleep was calculated as the mean power over the frequency range between 0.5 and 4.0 Hz. All SWA measures were expressed as percentage of the individual mean SWA over the last 900 NREM epochs in the baseline light period to correct for individual differences in the absolute power.

### Spectral analysis and determination of theta peak frequency

EEG spectral profiles of REM sleep are dominated by frequencies in the Theta band range. To determine the prevailing frequency in REM sleep, the distribution of peak frequency was calculated. Means of FFT spectra of artefact-free 4 s epochs were calculated over two-hour intervals and the frequency of the maximal power in the range between 5 and 10 Hz determined for these mean frequency distributions.

### Running wheel analysis of activity profiles

Activity data were recorded and evaluated using the ClockLab data collection and analysis software (Actimetrics) as described previously [35]. To obtain a full activity profile, 24 h accumulated activities of running wheel recordings over a 5 day period were analyzed in 18 min bins.

### Tissue Sampling and gene expression analysis

Cortical tissue (bregma 0 to −2 mm) was isolated using a ‘rodent brain matrix’ 1 mm coronal slicer (ASI Instruments, Warren, MI) from adult WT and S1/2^-/-^ mice harvested at ZT0, ZT4, ZT8, ZT12, ZT16, ZT20 and independent cohorts analyzed at ZT4, ZT16, CT4 and CT16 (n = 3 for each genotype and time point). Animals were kept 24 h under DD (12 h dark, 12 h dark) before being sacrificed under dim red light for the analysis of all CT time points. To analyze gene expression in response to sleep deprivation, cortical samples were collected as described above with a rodent brain matrix and pooled (n = 4 each time point and genotype). RNA was prepared according to the manufacturer’s protocols using RNeasy colums (Qiagen, Hilden, Germany) and analyzed for integrity using the Bioanalyzer (Agilent Technologies). The minimal RNA-integrity (RIN) value threshold was 8.5. For microarray analysis, one-round RNA amplification, labeling and hybridization were essentially performed as previously described [87]. Microarrays were scanned and pre-processed according to standard protocols given by the manufacturer (Affymetrix). Array data were analyzed using either R-scripts (www.bioconductor.org) or the Genomics Suite (Partek). Differential gene expression over time was determined using ANOVA and for genotype comparisons by applying moderate T-statistics (using the corresponding bioconductor package). Selection cut-offs were set to fold-changes>1.5 and corrected p-values <0.05. Gene set enrichment analysis (GSEA) of *a priori* defined sets of functionally grouped genes was performed using the GSEA software package downloaded from www.broadinstitute.org/gsea and implemented locally. Analyses were performed with default parameters (permutations set to 1000) and gene sets available in the molecular signature database (MSigDB v3.0) as described previously [87].

Quantitative PCR was performed with an ABI PRISM 7700 detection system (Perkin Elmer), essentially as described [88]. Primers directed against mouse transcripts (Table S4) were designed online at the Roche assay design center (www.roche-applied-science.com/sis/rtpcr/upl/) and used in SYBRgreen assays.

### Gene Ontology and network analysis

Gene Ontology (GO) analysis was performed with Genomics Suite (Partek) and MetaCore (GeneGo) using categories provided by the GO consortium (www.geneontology.org). Gene-disease association and network modelling was performed with MetaCore (GeneGo) using manually curated disease databases compiled from RefSeq annotations (http://www.ncbi.nlm.nih.gov/refseq/rsg/) and literature minings listed as interlinked pubmed entries with each gene in the corresponding disease database as implemented in the software (www.genego.com). Dijkstra’s shortest path algorithm with a maximum of steps set to 1 was applied for network modeling and hypergeometric tests for GO enrichment and gene/disease associations as implemented in the software.

### Behavioral analysis

Mice were tested for free running activity (in home cage), in open field, hole board, elevated plus maze, light-dark preference, tail suspension test, hot plate, Y-maze, radial arm water maze and prepulse inhibition. Behavioral tests monitoring for novelty induced activity, anxiety and curiosity (open filed and hole board), anxiety (elevated plus maze and light-dark preference), pain sensitivity (hot plate), escape motivation and/or depression (tail suspension) and sensorimotor gating (prepulse inhibition test) were essentially performed as described previously [64] Experiments were performed between ZT2-ZT6 during light phase or between ZT 14-18 in the wake-phase and under dim red light where indicated.

### Light-dark preference

The light dark preference test was conducted in a box consisting of compartments of the same size: one with black walls (dark) connected by a door with light compartment build of transparent Plexiglas. Mice were placed in the transparent compartment facing the wall and left undisturbed. Latency to enter the dark, the time spent in the dark box and crossings between two compartments were scored for 5 min.

### Y-maze

Y-maze was performed using a custom made Y-shaped runway. Mice were put into maze facing the wall and allowed to explore undisturbed the maze for 10 min. The experiment was video recorded and analyzed offline. The number of arm choices (as a measure of activity) and the percent of alterations (choices of a “novel” arm, different than chosen before as a measure of working memory) were scored. The apparatus was cleaned between animals with 70% ethanol p.a. to avoid olfactory cues.

### Radial arm water maze

Radial arm water maze (RAWM) was performed following a published protocol [89] with minor changes using an in house built setup based on the authors’ specifications containing six arms extending out of a central area. The setup was built out of white plastic and positioned in white painted water so that the walls protruded 20 cm above the water surface. Briefly, mice were trained in RAWM to search for a platform submerged 1 cm below the water surface at the end of the goal arm. On day 1, animals were given two trials to learn to escape from water on a platform tagged with a flag (visible platform task) starting from alternating arms. Next, the flag was removed, visual cues (contrast-reach graphical forms like a cross, concentric circles, stripes etc.) were fixed on terminal walls of arms and mice were trained during 4 trials to find a platform submerged under water surface (hidden platform task). The duration of each trial (both in visible and hidden task) was 90 s; during this time mice were allowed to swim to the goal arm guided by visual cues. In case of an error defined as choice of a different arm than the goal arm, mice were immediately removed from the wrong arm, put gently again into the start arm and released. Entries into a goal arm, even if the platform was not located, were not counted as errors. If animals entered the wrong arm and after being brought to the start position repeated again the same wrong choice, this was counted as a “working error”. The procedure was repeated until mice found a platform (cut off time of 90 s). If mice were not able to find a platform within the given latency, they were gently guided to the proper position and were allowed to stay on the platform for 20 s for information acquisition. Intermittent to all trials, the water was gently mixed to avoid olfactory cues by urination or defecation. Mice were kept on the warm platform (37°C) to avoid body hypothermia between trials.

### Sucrose preference test

A sucrose preference test was set up in a standard plastic cage (Makrolon Type II) with normal bedding and with food *ad libitum*. Prior the experiment, two weight balanced water bottles were placed on each cage and weighted 24 hours later to exclude side preferences. On the second day, each cage was equipped with one bottle filled with 4% sucrose solution and one with water prepared freshly every day and provided at the same time point. Position of bottles (left versus right) was changed daily. Liquid intake was measured by weight of consumed water/sucrose solution over 24 h for 4 days.

### Drugs

Clozapine was purchased by Sigma-Aldrich (Germany) and dissolved in a drop of 0.1 M HCl, mixed with saline, pH adjusted to 5.3. Mice were injected i.p. with Clozapine (3 mg/kg) or with vehicle (saline pH 5.3) in volume of 10 ml/kg 30 min prior to behavioral testing.

### Statistical analysis

EEG and behavioral data are presented as means ± standard error of the mean (SEM) and were compared by ANOVA with Bonferroni (Bonf) post-hoc tests for repeated measurements or Mann-Whitney (MW) tests for genotype comparisons using GraphPad Prism 4 and 5 (GraphPad Software, San Diego, California). p values were indicated as p_Bonf_ or p_MW_, respectively. Moderate T-statistics and ANOVA were applied for gene expression data (using the corresponding R-packages at www.bioconductor.org and Genomics Suite, Partek). For qRT-PCR analysis the Mann-Whitney test was applied when normality testing failed and the unpaired two-tailed T-test for data showing normal distribution using GraphPad Prism 5. A p-values less than 0.05 were considered significant for all tests applied. Abbreviations for 2way ANOVA in figure legends are as follows: E, effect; I, interaction of factors.

## Supporting Information

Figure S1 **EEG recordings upon sleep deprivation.** A–C) Time course of the vigilance states wakefulness (A), NREM (B) and REM sleep (C) after 6 h of sleep deprivation (SD) performed from ZT0-6. Curves connect 2-h bin mean values (±SEM) expressed as percentage of recording time (I_genotype×time of day_: wakefulness F_(2, 20)_ = 0.23, p = 0.51; NREM F_(2,20)_ = 0.41, p = 0.67; REM F_(2,20)_ = 0.69, p = 0.51). WT, n = 7, filled circles. S1/2^-/-^, n = 8, empty circles. Data were analyzed with 2-way ANOVA. *: =  p<0.05 in two-tailed post hoc T-test). I, interaction of factors.
(TIF) Click here for additional data file.

Figure S2 **Delta and theta wave oscillations of undisturbed sleep and upon sleep deprivation.** A) Baseline slow-wave activity and SD induced rebound sleep in S1/2^-/-^ mice. Slow-wave activity (SWA) was plotted over a 24 h period as percentage of the individual mean SWA over the last 900 NREM epochs in the baseline light period. Using 2-way ANOVA with the factors genotype and time, we detected no significant differences between baseline and SD recordings between WT and S1/2^-/-^ mice. However, a trend towards a higher SWA in S1/2^-/-^ mice was detected. WT: n = 7, S1/2^-/-^: n = 8. B) Group means (±SEM, WT: black bars; S1/2^-/-^: white bars) for mean theta peak frequency (TPF) during REM sleep in consecutive 6-h blocks (L1 = ZT0-6; L2 = ZT7-12, D1 = ZT13-18, D2 = ZT17-24) of baseline recordings (blank bars) and after 6-h SD (hatched bars). TPF varied with time-of-day and was significantly higher in the S1/2^-/-^ group during the 6 h following SD (2-way ANOVA: E_genotype_ F_(3,66)_ = 2.99 p = 0.04; E_time_ F_(2,66)_ = 4.61; p = 0.01; I_genotype×time_: F_(6, 66)_ = 0.46, p = 0.83; asterisks indicate significances between genotypes in post hoc T-test, **  =  p<0.01) WT: n = 7, S1/2^-/-^: n = 8. C–D) Power distribution in the 5–10 Hz range comparing fast-fourier transformed (FFT) EEG spectra of WT and S1/2^-/-^ during baseline conditions (C; I_frequency×genotype_ F_(12,117)_ = 0.57, p = 0.8588) and after SD (D; I_frequency×genotype_ F_(12,117)_ = 2.57, p = 0.0047). Note the significant shift of the theta component particularly between 6 and 7 Hz (p<0.05, post-hoc T-test). Data were analyzed with 2-way ANOVA. WT: n = 7, S1/2^-/-^: n = 8. SD, sleep deprivation; base, baseline. E, effect; I, interaction of factors.
(TIF) Click here for additional data file.

Figure S3 **Divergent gene expression differences at ZT16 in the cortex of WT and S1/2^-/-^ mice as revealed by gene set enrichment analysis (GSEA).** A) P-value versus enrichment plot comparing cortical gene expression of WT with S1/2^-/-^ mice using the GENMAPP gene data sets. With a false-discovery rate (FDR) q-value cut-off set at 0.25 (default of the GSEA algorithm), six gene sets were found to be upregulated in WT samples whereas only two were significantly upregulated in S1/2^-/-^ mice (labeled by a black ellipses). The normalized enrichment score (NES) is plotted versus the FDR q-value (red dots) and the nominal p-value (black dots). B) Statistical parameters of the most significantly deregulated gene sets (FDR q-value <0.25). The most significantly WT versus S1/2^-/-^ upregulated gene sets at ZT16 correspond to molecular machineries involved in protein/RNA synthesis and turnover as well as oxidative phosphorylation, likely reflecting the higher metabolic demand in WT animals at ZT16 due to increased activity and wakefulness. In S1/2^-/-^ cortex, only two (highly similar) gene sets comprising class A and peptide GPCRs were detected as upregulated. SIZE, number of genes; ES, Enrichment score; NES, normalized enrichment score; Nom p-val, nominal p-value; FDR q-val, false discovery rate corrected q-value; FWER p-val, family wise error rate. C-D) Enrichment plots of the top deregulated gene sets encoding for components of proteasome (gene rank order depicted as vertical lines left-shifted  =  up in WT) and members of the class A GPCR family (gene rank order depicted as vertical lines right-shifted  =  up in S1/2^-/-^). n = 2 per timepoint and genotype.
(TIF) Click here for additional data file.

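Of 41 tested class A G protein-coupled receptors, 30 were higher in S1/2-/- than in WT cortex at ZT16 and 11 lower. This class includes the receptors for monoamines and neuropeptides. The median log2 difference was 0.17 and ranged from 0.146 to 0.263 when single arrays were left out. *Ntsr2*, a neurotensin receptor of astrocytes, had 0.73 (standard error 0.15, adjusted p = 0.212 from limma, and 0.0201 without WT ZT16 replicate 1), the orphan receptor *Gpr27* 0.50 (adjusted p = 0.317) and the lysophosphatidic acid receptor *Lpar1*, which is abundant in oligodendrocytes, 0.61 (adjusted p = 0.333). Of the 18 tested peptide receptors, 15 were higher, with a median of 0.23 that ranged from 0.172 to 0.375 when single arrays were left out. In both lists *Ntsr2* passed when adjusted over the list alone and none passed over all genes, with 5 class A receptors and 1 peptide receptor higher at an unadjusted p under 0.05.
The class A list rose at ZT16 (camera adjusted p = 0.00499), but not with an estimated correlation (adjusted p = 0.276), with fry (adjusted p = 0.109), without WT ZT16 replicate 1 (adjusted p = 0.0788) or without S1/2-/- ZT16 replicate 2 (adjusted p = 0.0904). For the peptide receptors the adjusted p was 0.0531, and 0.347 with an estimated correlation; it was 0.0271 without WT ZT4 replicate 1 and 0.00877 without S1/2-/- ZT16 replicate 1, with 0.00877 to 0.424 over its alternatives. At ZT4 neither list passed, with medians of 0.07 and 0.08 (camera adjusted p = 0.0729 and 0.914). Most class A receptors on the array were too dim to test, with 69 of 110 below the intensity filter. The astrocyte gene list was higher in S1/2-/- mice at ZT16 as well, with 12 of 17 genes up (camera adjusted p = 0.00628; adjusted p = 0.276 with an estimated correlation and 0.112 with fry).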

Figure S4 **Altered gene expression profiles of control, circadian and activity-regulated genes in the cortex of WT and S1/2^-/-^ mice under baseline and sleep deprivation conditions.** A) Schematic drawing of the experimental schedule. WT and S1/2^-/-^ controls (base) and WT and S1/2^-/-^ animals that were sleep deprived from ZT0-6 (SD) were sacrificed at ZT10-12 for cortex preparations and marker gene expression analysis (n = 4 per each condition and genotype). B) Relative gene expression changes of control (*Atp5b*, *Actb*), selected circadian (*Per1*, *Per2*) and immediate early gene products (*Fos*, *Egr1*) in cortex samples plotted as fold changes between baseline and SD values (base/SD) for WT and S1/2^-/-^ groups.
(TIF) Click here for additional data file.

Figure S5 **S1/2^-/-^ mice show normal behavior in elevated plus maze, light-dark preference and tail suspension test.** A) S1/2^-/-^ mice display normal performance spending similar time in closed arms in elevated plus maze when compared with WT controls (p_MW_ = 0.8693). WT: n = 23, S1/2^-/-^: n = 21. B) Time spent in the dark compartment during light-dark preference test was similar between both genotypes (p_MW_ = 0.1917). WT: n = 25, S1/2^-/-^: n = 18. C) Tail suspension test did not found significant difference in struggling behavior in S1/2^-/-^ mice (p_MW_ = 0.9456). WT: n = 24, S1/2^-/-^: n = 21. D) S1/2^-/-^ mice consume similar volume of sucrose solution as WT controls (E_genotype_ F_(1,41)_ = 1.93; p = 0.1719). WT: n = 23, S1/2^-/-^: n = 20. wt: black bars. S1/2^-/-^: white bars. Data were analyzed with 2-way ANOVA or Mann-Whitney test (p_MW_) for pairwise comparisons. E, effect.
(TIF) Click here for additional data file.

Figure S6 **Multiple testing has no significant effects on prepulse inhibition (PPI) in control C57Bl/6 wild type mice.** A) C57Bl/6 wild type mice (n = 11) were tested in PPI test on three consecutive days. There are no significant effects of multiple testing on PPI observed (E_time_ F_(2,60)_ = 1.93; p = 0.1539). B) Startle response was similar on three testing days (p = 0.9724). Data were analyzed with 2-way ANOVA (A) and 1-way ANOVA (B). E, effect.
(TIF) Click here for additional data file.

Figure S7 **SHARP1/2 mutant and control mice show similar habituation to 120 dB pulse.** A) Naïve (not injected) S1/2^-/-^ mice and their wildtype littermates showed comparable habituation (E_time_ F_(1,44)_ = 21.92; p<0.0001) which was similar between the genotypes (E_genotype_ F_(1,44)_ = 0.52; p = 0.4766). WT: n = 25; S1/2^-/-^: n = 21. B) Mice injected with vehicle display habituation (E_time_ F_(1,44)_ = 13.73; p = 0.0006) which is not altered in mutants (E_genotype_ F_(1,44)_ = 0.15; p = 0.6974). WT: n = 25; S1/2^-/-^: n = 21. C) Animals treated with clozapine (3 mg/kg) habituate to startling pulse (E_time_ F_(1,38)_ = 5.93; p = 0.0197) independent of the genotype (E_genotype_ F_(1,38)_ = 0.28; p = 0.6008). WT: n = 20; S1/2^-/-^: n = 20. Data were analyzed with 2-way ANOVA. E, effect.
(TIF) Click here for additional data file.

Figure S8 **S1/2^-/-^ mice respond stronger to clozapine treatment in the open field than WT controls.** A) In a familiar open field box, hyperactivity in vehicle injected S1/2^-/-^ mice was not evident (p_MW_ = 0.2380). Clozapine reduced distance travelled (E_treatment_ F_(1,38)_ = 103.89; p<0.0001). A 2-way ANOVA yielded a significant I_genotype×treatment_ (F_(1,38)_ = 5.11; p = 0.0296). B) Vehicle treated S1/2^-/-^ mice showed tendency to spend more time in the center of the familiar test arena (p_MW_ = 0.2250). Time spent in the center of the open field was reduced by clozapine (F_(1,38)_ = 13.10; p = 0.0009) in both genotypes. However, clozapine effects were stronger in S1/2^-/-^ mice (I_genotype×treatment_ F_(1,38)_ = 3.57; p = 0.0665). Vehicle treated mice: WT: n = 25; S1/2^-/-^: n = 21; clozapine: WT: n = 20; S1/2^-/-^: n = 20.E, effect; I, interaction of factors.
(TIF) Click here for additional data file.

Figure S9 **Description of network objects.** Graphical symbols describing functional classification of network objects (nodes  =  genes or functionally grouped genes; edges  =  connections between nodes) represent default settings by the MetaCore software as depicted.
(TIF) Click here for additional data file.

Table S1 **Genes differentially regulated at ZT4 versus ZT16 in cortex samples of WT and S1/2^-/-^ mice.** The selection cut-off was set to fold-change (FC) of at least 1.5 and p-value of <0.05 in WT (including all genes/probe sets with yellow and blue background). Note, that *Penk* was detected with two probe sets to be upregulated at ZT16 in the WT cortex and that only one gene (*Chl1*) showed a significant downregulation at ZT16 (indicated by a negative FC). In S1/2^-/-^ mice, five genes were detected to be significantly de-regulated between ZT4 and ZT16 with a p-value <0.05 (blue background), the corresponding FC values were, however, reduced compared to the WT. (n = 4 independent samples per genotype and two replicates per timepoint, p<0.05 was considered significant by ANOVA). We validated the attenuated cortical gene expression in S1/2^-/-^ mice with quantitative RT-PCR (qRT-PCR) for 10 genes in LD and DD (indicated at the table on the right: ZT4 vs 16 and CT4 vs 16, correspondingly (n = 3 per timepoint per genotype).
(TIF) Click here for additional data file.

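*Chl1*, a neural cell adhesion molecule, had signals of 344 and 368 in the WT mice at ZT4 and of 263 and 76.7 at ZT16. The S1/2-/- mice had 239 and 312 at ZT4 and 306 and 282 at ZT16. Its log2 fold change was -1.32 in WT (standard error 0.46, adjusted p = 0.625 from limma) and 0.10 in S1/2-/- mice, and the difference did not pass the test (log2 difference 1.43, adjusted p = 0.875). Without WT ZT16 replicate 1 the WT change was -2.21 (adjusted p = 0.012), and without WT ZT16 replicate 2 it was -0.44 (adjusted p = 0.968), the lowest and the highest adjusted p over its alternatives. The second tested probe set of *Penk* had a signal of 616 ± 73.6 at ZT4 and 1203 ± 509 at ZT16 in WT (SD, n = 2 mice each), a 1.87-fold change (log2 fold change 0.90, standard error 0.34, adjusted p = 0.625), and a log2 fold change of -0.39 in S1/2-/- mice, which ranged from -0.80 to 0.03 when single arrays were left out. Another probe set of *Penk* lay below the intensity filter and had a log2 fold change of 1.83 in WT in the fit without the filter (adjusted p = 0.754).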

Table S2 **Normalized expression values of microarray data.** Depicted are the means and corresponding standard deviation (SD) of normalized microarray data from ZT4 and ZT16 cortex samples of WT and S1/2^-/-^ mice (n = 2 per timepoint per genotype).
(TIF) Click here for additional data file.

Table S3 **List of protein names, gene symbols and synonyms.**
(TIF) Click here for additional data file.

Table S4 **Table of genes and primer sequences used for gene expression analysis.**
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

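Gene expression was measured in the cortex of 8 individual mice, 2 WT and 2 S1/2-/- mice at ZT4 and 2 of each genotype at ZT16, with 1 Affymetrix array per mouse. The authors deposited a single table of MAS5 signals, on a linear scale, with 12488 probe sets and 8 columns, each of which was matched to its mouse by the title of the sample; all 8 columns were used. The methods describe the arrays as processed by the manufacturer's protocols, and the MAS5 version is not given in the sources used here. The intensity values had been condensed to 1 signal per probe set with MAS5 by the authors, as deposited. Every deposited signal column has a mean of 500 after 2% of the values are trimmed at each end, so the authors' scaling is already in the values. No detection calls were used. The lowest signal was 0.0106 and the highest 65638, and 24% to 26% of the values per array were below 50. The number of arrays limits the precision.
Probe sets were named through the annotation of the array: 10833 of 12422 probe sets had 1 gene symbol, 396 had several and 1193 had none. The named probe sets stand for 8251 genes. No symbol was changed by matching gene identifiers to the annotation of GRCm38.p6. That annotation also served to find the genes nearest to *Bhlhe40* and *Bhlhe41*. The 66 control probe sets were left out. Signals below 1, of which there were 64, were set to 1 and log2 was taken. Probe sets with a mean log2 signal over the 8 arrays of at least 6.79, the 40th percentile, were tested, which kept 7453 probe sets, 6772 of them with 1 symbol. For genes with several probe sets, the gene lists used the probe set with the highest mean, which left 5690 genes.
All 8 arrays were fitted with limma 3.58.1 in R 4.3.3 as 4 group means, with the trend of the variance with intensity and 4 residual degrees of freedom (6.02 prior degrees of freedom), and 7 comparisons were taken from this fit: ZT16 against ZT4 in each genotype, the difference between these changes, S1/2-/- against WT at each time, and the averages over genotype and over time. A probe set was called at a fold change over 1.5 with a Benjamini-Hochberg adjusted p under 0.05, adjusted over the 7453 probe sets of a comparison. Gene lists were tested with camera in limma at a preset correlation of 0.01, with p adjusted over the 36 lists of at least 5 tested genes in each comparison. The lists hold the genes the paper names, immediate early, clock, glucocorticoid-responsive and cholesterol synthesis genes, heat shock proteins and chaperones, chaperones of the endoplasmic reticulum, proteasome, ribosome, oxidative phosphorylation, mRNA processing, translation factors, class A and peptide G protein-coupled receptors, housekeeping genes, and markers of striatum, choroid plexus, myelin, thalamus, hypothalamus, hippocampus, cortical layers, cortical interneurons, neurons in general, astrocytes, microglia, endothelium, meninges and blood. camera with an estimated correlation, fry, and fgsea 1.28.0 served as other tests of the lists, and fgsea stands in for the GSEA of the methods, whose gene set collection was not used here. fry tests whether the genes of a list move, on balance, 1 way, without comparing them with other genes.
The named genes follow a fixed rule: every gene the paper names for these arrays, the called genes with a symbol in each comparison and then those with the lowest p up to 10, and the 2 to 4 members of each described list with the largest moderated statistic. Genes that the paper names were known from its figures beforehand. A gene dropped by the filter has its values from the fit without a filter.
The steps were tested on simulated data before use. In 20 simulated data sets with 200 changed probe sets of 7453 in the WT comparison, 15.8% of 1.5-fold, 49.8% of 2-fold, 84.2% of 3-fold, 92.4% of 4-fold and 97.7% of 6-fold changes were called, with a mean of 6.45 false calls. These shares apply to data with that many changes and need not hold on the arrays, where 1 probe set was called in WT. In 20 data sets simulated for the comparison of the genotypes at ZT16, camera called a list of 40 genes shifted by -0.15 in 19 of 20 data sets and an unshifted list in none. This describes simulated genes only. On the arrays 9 lists passed camera at ZT16 and 0 with an estimated correlation. The simulation therefore gives no rate of false calls for the lists on the arrays. Correlations across arrays used exact permutation tests over all 8 arrays without regard to the groups, so any shared difference between groups lowers the p.
The alternatives were no filter, a filter at the 60th percentile, quantile normalization, median centring, a pseudocount of 16.6, no intensity trend, unadjusted p, ANOVA (given in the methods for changes over time, with moderated t statistics for the genotypes) with adjusted and unadjusted p, a fit of each genotype alone, the replicate number as a block, the other list tests, and each array left out in turn. In the last, the single mouse left in a group is assumed to vary like the others. The quantitative PCR, sleep deprivation, electroencephalography, behaviour and network analyses of the paper were not analysed here.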

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

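Of the tests in this part, those of striatal markers between the genotypes at ZT4, of the chromosomal neighbourhood and of the immediate early genes outside the paper's lists were chosen only after the results were seen. *Ttr* and *Kl* followed each other over the arrays (Pearson r = 0.983, and 0.967 without the 2 arrays farthest from the median, Spearman rho = 0.905). The arrays fall into separate clusters, so these coefficients mainly reflect that the same arrays are high in both genes.
The 19 probe sets of the paper's array genes had a smaller change from ZT4 to ZT16 in S1/2-/- than in WT mice, with a median difference of -0.998 on the log2 scale, and a different share of striatal tissue in the dissections and the choice of genes by their WT change were weighed against an effect of genotype on activity-dependent transcription. A set of 7 tested striatal markers not named by the paper differed between the genotypes in the same way by a median of -0.52. These markers were higher at ZT16 in WT by a median of 0.444 and higher in S1/2-/- than in WT mice at ZT4 by 0.331. Tested striatal genes that were not higher in WT lie outside this set, so it does not stand for all tested striatal genes. The shifts of the set passed camera (adjusted p = 0.0049, 0.000449 and 0.0015). They did not pass with an estimated correlation (0.307, 0.18 and 0.218) or fry (0.305, 0.128 and 0.188), nor did the first with fgsea (0.0624). The medians rest in part on single arrays: the first was -0.174 without the intensity filter (camera adjusted p = 0.0549), -0.219 without WT ZT16 replicate 2 and -0.163 without S1/2-/- ZT4 replicate 2, the second 0.148 without WT ZT16 replicate 2, and the third 0.112 without S1/2-/- ZT4 replicate 2. The signal of *Six3* was 39.1 ± 37.2 in WT at ZT4, 232 ± 67.5 in WT at ZT16 and 211 ± 27.1 in S1/2-/- mice at ZT4. That of the more abundant *Pde1b* was 2348 ± 47.3, 3895 ± 45.8 and 3959 ± 1199 (SD, n = 2). With an SD almost as large as its mean in WT at ZT4, *Six3* gives no exact size of change. The mean of the 7 markers followed that of *Penk*, *Tac1* and *Drd2* over the 8 arrays (Pearson r = 0.971, exact permutation p = 0.000471, Spearman rho = 0.952, p = 0.00114). Without the 2 arrays farthest from the median r was 0.935, and adjusted over 4 relations the p were 0.000942 and 0.00456. Less striatal tissue in the WT dissections of ZT4, or more in those of ZT16, may account for these 3 genes. The permutations ignored the groups, so regulation of both by time and genotype would also give a small p. The correlation therefore does not separate tissue from regulation, and covariation within the groups was not tested. Probe sets chosen as higher in S1/2-/- mice at an unadjusted p kept 13.2% of their change in WT and those chosen in WT kept 11.4% in S1/2-/- mice, so selection alone lowers a change in the genotype not used for the choice. In 100 data sets, equal changes in the genotypes were simulated. The 19 probe sets with the lowest p in WT kept a median of 15.7% in S1/2-/- mice there (-9.3% to 43.9%). The paper's list kept 20.8%, so that selection stays open as an explanation of the smaller change on the arrays. The simulated changes were shrunk (shrinkage 40.7%). A median of 103 probe sets (81 to 121) passed the unadjusted p and fold threshold in WT. On the arrays more passed, 136 as higher alone, so the simulated share kept may be too low. The paper's list, not chosen again in each data set, had a simulated median difference of -0.00697 (-0.201 to 0.263), which cannot test selection. Immediate early genes differed by a median of -0.291 (camera adjusted p = 4.95e-05; adjusted p = 0.153 with an estimated correlation), but the study picked 7 of the 30 on these arrays, and the 21 that are in none of the lists of the paper's genes went both ways, 11 higher and 10 lower, with a median of 0.0458 (camera p = 0.0877, not adjusted) and with 3 negative and 0 positive at an unadjusted p under 0.05. At ZT4 15 of these 21 were higher in S1/2-/- than in WT mice, with a median of 0.204. This shift does not follow from the paper's choice (camera p = 0.00133 and, with an estimated correlation, 0.0245, not adjusted). The whole list of 30, which holds the picked genes, had a median of 0.252 in this comparison. It passed camera but not with an estimated correlation (adjusted p = 0.0956) or with fry (adjusted p = 0.0731). The paper reports quantitative PCR of 10 genes in other mice with a smaller change in the mutants (legend of Table S1; *Fos* in Fig. 2B), which selection on these arrays does not touch; which genes these are and their values are not given in the sources used here, apart from *Fos*. An effect of genotype on activity-dependent genes stays open for the genes the study picked, beside selection where no other mice were measured, and for *Penk*, *Tac1* and *Drd2* also beside striatal tissue, whose share was not measured in any other way.
Genes of choroid plexus and of myelin also differed between the genotypes in their change from ZT4 to ZT16, by medians of -0.479 and -0.285 (camera adjusted p = 4.04e-06 and 3.85e-06; adjusted p = 0.146 and 0.153 with an estimated correlation and 0.0881 for each with fry), and choroid plexus or white matter carried along in some dissections was weighed against regulation within the cortex. In WT, choroid plexus markers that the paper does not name were higher at ZT16 by a median of 0.433 and myelin genes that it does not name by 0.248, as tissue carried along would give, and the high values of *Ttr* and *Kl* are in both WT mice at ZT16. Relative to the 8 arrays, the 2 S1/2-/- mice at ZT4 had log2 values of 1.9 and -1.4 for *Ttr* and 2.1 and -1.8 for *Kl*. These mice share time and genotype, so neither accounts for this difference. The other choroid plexus markers differed between them in the opposite direction (-0.108 and 0.192). The S1/2-/- ZT4 replicate 1 array has high *Ttr* and *Kl* (1456 and 178) but a mean of the other choroid plexus markers of -0.108 relative to the 8 arrays, and over the 8 arrays the mean of *Ttr* and *Kl* did not follow these markers beyond chance (Pearson r = 0.522, exact permutation p = 0.183; Spearman rho = 0.571, p = 0.151; r = -0.0735 without the 2 arrays farthest from the median; adjusted over 4 relations 0.183 and 0.151). The mean of *Cldn11* and *Anln* followed the other myelin genes (Pearson r = 0.878, exact permutation p = 0.0113; Spearman rho = 0.643, p = 0.0962; adjusted over 4 relations 0.0151 and 0.128), but this rests on the 2 arrays farthest from the median, without which r = 0.103. Both kinds of tissue are possible explanations that the tables do not exclude, and a change of these cells in the cortex itself was not tested.
Over both times, 18 called probe sets of genes the paper does not discuss differed between the genotypes, among them *H2-T18*, *Gfap*, *Hspa1a*, *Fgfr1op2* and *Nnt*; chance and the chromosomal neighbourhood of the targeted genes, which comes from the strain of the embryonic stem cells, were weighed. In a fit of the 8 arrays as 2 groups of 4, the genotypes gave 8 calls. Of 35 splits of the arrays, 1 reached this count, the genotypes themselves, with 2 calls in the highest other split. Many of these splits are uneven in time, and this fit is not the one that gave the 18 calls, so chance is not excluded. Among the 16 called genes with a symbol, 1 lies among the 100 tested genes nearest to *Bhlhe40* or *Bhlhe41*, so the neighbourhood is not the source of most of them; it may still be that of *Fgfr1op2*, the third nearest to *Bhlhe41*, and 19% of these 100 genes had an unadjusted p under 0.05 against 12.3% of the other 5583 (two-sided Fisher's exact test, p = 0.0468). An effect of the lost genes, a difference in strain elsewhere in the genome, which *Nnt* is known to show between mouse substrains, although the methods give more than 10 generations of backcrossing to C57Bl/6J and WT and mutant mice from double heterozygous pairs, and a different share of glia in the dissections stay open.
*H2-T18* was higher in S1/2-/- mice over both times by 1.36 on the log2 scale (adjusted p = 0.0273 from limma, with 0.00656 to 0.184 over its alternatives), with signals of 220 ± 38.2 in WT and 730 ± 72.4 in S1/2-/- mice at ZT4 (SD, n = 2). *Gfap* was higher by 1.15 (adjusted p = 0.00979, with 0.00547 to 0.152 over its alternatives). *Hspa1a* was lower, with -1.004 (adjusted p = 0.0127, with 0.0087 to 0.118 over its alternatives). *Fgfr1op2* was lower too, with -0.90 (adjusted p = 0.0264, with 0.0164 to 0.175 over its alternatives). *Nnt*, an enzyme of the mitochondrial inner membrane, had -0.72 (adjusted p = 0.0487, with 0.0262 to 0.2 over its alternatives). The astrocyte list was higher by a median of 0.174 (camera adjusted p = 0.00114; adjusted p = 0.366 with an estimated correlation and 0.0708 with fry). Pan-neuronal genes differed in their change from ZT4 to ZT16 between the genotypes by 0.103 (camera adjusted p = 0.0292; adjusted p = 0.307 with an estimated correlation). For genes of oxidative phosphorylation this difference was -0.128 (camera adjusted p = 0.00189; adjusted p = 0.306 with an estimated correlation, 0.276 with fry and 0.0506 without S1/2-/- ZT4 replicate 1).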

How the results depend on the processing

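Of 2526 recomputed values of named genes, over 171 genes and comparisons, 2279 kept their direction and their side of the threshold, 153 lost and 61 gained a call, and 33 turned their sign, all when single arrays were left out. In the counts below, the comparisons are WT time, S1/2-/- time, their difference, ZT16 and ZT4 between the genotypes, and the averages over genotype and time. With a filter at the 60th percentile, which tests fewer genes, WT time had 4 calls, ZT16 6 and ZT4 12, and peptide receptors an adjusted p of 0.0103. Without a filter WT time and ZT16 had 0 and the genotype average 11. Median centring gave 2 in WT time and 13 at ZT4 and 0.0374 for peptide receptors. Without the intensity trend WT time, ZT16, ZT4 and the genotype average had 0. WT fitted alone gave 2 in WT time. At an unadjusted p there were 257, 210, 298, 319, 248, 187 and 152 calls in the order above, and with ANOVA 140, 114, 184, 195, 168, 107 and 73 at an unadjusted p; after adjustment ANOVA gave 0 in WT time, ZT16, ZT4 and the genotype average. An estimated correlation ended the calls of proteasome (0.155), ribosome (0.355), oxidative phosphorylation (0.204) and class A receptors (0.276) at ZT16, of clock genes in S1/2-/- time (0.424) and of myelin genes in WT time (0.0825), and fry those of ribosome (0.112), oxidative phosphorylation (0.0936), class A receptors (0.109) and clock genes (0.338). Apart from the fewer genes or arrays tested, the cause was not tested. With the replicate number as a block there were 10 calls in WT time, 2 in the difference, 0 at ZT16 and 13 at ZT4; the deviations of same-numbered mice correlated at -0.00135 to 0.0982, so the numbers share no pairing. Quantile normalization and a pseudocount of 16.6 moved no count by over 1.5 times, but the former ended the calls of oxidative phosphorylation (0.0528) and proteasome (0.0664) in S1/2-/- time, and no scaling moved an array's median log2 signal by over 0.0401.
With single arrays left out the counts were 0 to 100, 0 to 1, 0 to 17, 0 to 156, 0 to 14, 0 to 88 and 0 to 36 in the order above, the adjusted p 0.002 to 0.0305 for proteasome, 0.000302 to 0.0159 for ribosome, 1.16e-05 to 0.00195 for oxidative phosphorylation, 0.0026 to 0.0904 for class A and 0.00877 to 0.424 for peptide receptors, 0.0161 to 0.118 for clock and 1.24e-08 to 7.89e-05 for myelin genes, and the median of the paper's array genes 1.11 to 1.24 in WT, 0.25 to 0.33 in S1/2-/- mice and -1.05 to -0.81 for the difference; in S1/2-/- mice this median was 0.248 with all arrays, 0.191 without a filter and 0.134 with the filter at the 60th percentile. The genotype average fell from 19 calls to 1 without S1/2-/- ZT16 replicate 1 or WT ZT4 replicate 1, 0 without S1/2-/- ZT16 replicate 2, 6 and 5 without S1/2-/- ZT4 replicates 1 and 2 and 10 without WT ZT4 replicate 2, and rose to 88 without WT ZT16 replicate 1. Log2 fold changes that turned their sign ranged, in WT, from -0.36 to 0.14 for a probe set of *Sugt1*, -0.11 to 0.49 for a probe set of *P4ha2*, -0.57 to 0.0584 for *Jun*, -0.12 to 0.39 for *Clock* and -0.32 to 0.17 for *Per3*; in S1/2-/- mice, from -0.29 to 0.56 for *Fos*, -0.60 to 0.42 for *Nr4a1*, -0.776 to 0.316 for a probe set of *Junb*, -0.71 to 0.12 for *Tac1*, -0.69 to 0.0613 and -0.80 to 0.0269 for the probe sets of *Penk*, -0.54 to 0.14 for *Dusp1*, -0.23 to 0.37 for *Drd2*, -0.54 to 0.10 for *Jun*, -0.13 to 0.0131 for *Clock*, -0.37 to 2.18 for *Npas2*, -0.42 to 0.21 for *Dbp*, -0.49 to 0.30 for *Nr1d1* and -0.0888 to 0.30 for *Chl1*; and for the difference, from -0.302 to 0.201 for a probe set of *Sugt1*, -0.23 to 0.47 for *Per1*, -0.22 to 0.50 for *Per2* and -0.25 to 1.01 for *Hspa1b*. Signals near the floor limit genes such as *Kl*, *Creb1* and *Tacr1*.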

Differences from the paper's values

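For probe sets higher at ZT16 than at ZT4 in WT mice, the paper's number is 22 and the number here 1, at the thresholds of its methods; the legend of Table S1 gives an ANOVA p under 0.05 and does not say whether it was corrected. Whether the deposited signals are the values that the authors tested is not given in the sources used here, which limits every comparison in this part. At an unadjusted p there were 136 by limma and 86 by the methods' ANOVA. Of the alternatives set before the data were examined, all differ from the paper's number except leaving out WT ZT16 replicate 1. There the number is equal, but the genes are not the same. Several genes that the paper gives as higher, such as *Fos*, were not called in that setting. Most of its calls were lower at ZT16, where the paper gives *Chl1* alone as lower. That setting also leaves a single mouse in the group, WT ZT16 replicate 2, whose array had the lowest mean correlation with arrays of other groups. In S1/2-/- mice the paper's number is 5 and the number here 0, with 129 by limma and 63 by the methods' ANOVA at an unadjusted p, and every alternative differs. Fold changes are said to differ where they are more than 1.5 times apart and by more than the standard error of the log2 fold change here. The fold change of *Kl* in WT is about 2.9 in Fig. 2A, read by eye, and 16.6 here, from the fit without the intensity filter, the only alternative that gives it a value; its ZT4 signals of 12.4 and 24.9 lie near the 10th percentile of the arrays, so this fold is limited by the background and the size of the difference has no meaning. For *Junb* in WT the value here is 3.01, and about 1.8 in Fig. 2A; without WT ZT16 replicate 1 it was 2.49, which is not more than 1.5 times the paper's value, while the other alternatives differ; another tested probe set of *Junb* had 6.72. For *Per2* in S1/2-/- mice Fig. 2A shows about 1.5 and the value here is 2.39; with a pseudocount it was 2.22 and without S1/2-/- ZT4 replicate 1 1.86, which are not more than 1.5 times the paper's value, the filter at the 60th percentile left no value, and the other alternatives differ.
The paper describes the clock genes and *Anln* and *Hspa1b* in S1/2-/- mice as changing by less than in WT. Here *Cry1* (1.47-fold against 1.98-fold) and *Anln* (1.42-fold against 2.31-fold) changed by less, while *Per1* (1.67-fold against 1.54-fold), *Per2* (2.39-fold against 2.17-fold) and *Hspa1b* (2.25-fold against 1.73-fold) did not. The paper describes the differences between the genotypes as most profound at ZT16; limma called 7 probe sets at ZT4 and 1 at ZT16, while at an unadjusted p there were 319 at ZT16 and 248 at ZT4. The paper calls genes that were not called here in WT; of these, *Anln* and *Junb* were called with the filter at the 60th percentile, *Anln* with median centring, *Fos*, *Penk*, *Tac1*, *Anln* and *Junb* with the replicate number as a block, *Penk*, *Tac1*, *Anln*, *Junb* and *Chl1* without WT ZT16 replicate 1, and *Egr1* without WT ZT4 replicate 1. The S1/2-/- mice had more *Cldn11* than WT mice at both times (2.21-fold at ZT4 and 1.86-fold at ZT16), where the paper lists it among genes whose rise at ZT16 is lost in the mutants.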

Other observations

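The test of the time split in this part was planned, and the genes named for the average over both times were chosen after their values were seen.
Over both times, several genes of glia were called between the genotypes. *Mog*, a surface protein of myelin, had a log2 difference of 0.82 (adjusted p = 0.0352 from limma), and *Bcan*, which astrocytes and oligodendrocyte precursors secrete, one of 0.76 (adjusted p = 0.00592). Of 17 astrocyte genes 13 were higher in S1/2-/- mice, with a median of 0.174 (camera adjusted p = 0.00114; adjusted p = 0.366 with an estimated correlation and 0.0708 with fry); *Gfap* and *Ntsr2*, with 0.67 (adjusted p = 0.0352), passed over all genes, and these with the glutamate transporter *Slc1a2* (0.70, adjusted p = 0.225) and the water channel *Aqp4* (0.65, adjusted p = 0.234) passed when adjusted over the list alone. *Aldh1a1*, an enzyme of retinoic acid synthesis, had 0.67 (adjusted p = 0.0264), the adhesion molecule *Cdh13* 0.66 (adjusted p = 0.0368) and *Adgrg1*, an adhesion receptor of glia, 0.82 (adjusted p = 0.0437). Each of these calls was lost when some single arrays were left out, with the highest adjusted p over the alternatives at 0.152 for *Bcan*, 0.184 for *Mog* and *Aldh1a1*, 0.186 for *Adgrg1*, 0.2 for *Cdh13* and 0.202 for *Ntsr2*. Microglial genes were higher in S1/2-/- mice at ZT4, 12 of 14 with a median of 0.10 (camera adjusted p = 0.0173; adjusted p = 0.421 with an estimated correlation), and pan-neuronal genes lower, 15 of 19 with a median of -0.07 (camera adjusted p = 0.0251; adjusted p = 0.258 with an estimated correlation). In all, 19 probe sets were called over both times, 16 higher and 3 lower in S1/2-/- mice, with 187 at an unadjusted p, and none by ANOVA after adjustment and 107 at an unadjusted p. This count was 1 without S1/2-/- ZT16 replicate 1 or WT ZT4 replicate 1, 0 without S1/2-/- ZT16 replicate 2, 6 without S1/2-/- ZT4 replicate 1, 5 without S1/2-/- ZT4 replicate 2, 10 without WT ZT4 replicate 2 and 88 without WT ZT16 replicate 1.
Other gene groups did not pass camera in WT between ZT4 and ZT16. Heat shock proteins and chaperones had a median log2 fold change of 0.17 in WT (camera adjusted p = 0.0784) and 0.14 in S1/2-/- mice (0.0936), and cholesterol synthesis genes -0.15 (0.233) and -0.22 (0.16). Astrocyte genes had -0.14 in WT (0.238), microglial genes 0.11 (0.261), pan-neuronal genes -0.01 (0.0784), genes of cortical layers -0.05 (0.388), of cortical interneurons 0.03 (0.905), of endothelium -0.04 (0.756), of meninges 0.02 (0.537), of blood -0.39 (0.209) and housekeeping genes -0.15 (0.238). Markers of other brain regions, thalamus, hypothalamus and hippocampus, had medians of 0.06, -0.00134 and -0.01 (camera adjusted p = 0.576, 0.83 and 0.83). Averaged over the genotypes, blood genes fell from ZT4 to ZT16, with a median of -0.53 (camera adjusted p = 0.0463; adjusted p = 0.31 with an estimated correlation).
Averaged over the genotypes, limma called none of the 7453 probe sets between ZT4 and ZT16, where the smallest adjusted p was 0.118, 152 passed at an unadjusted p with the fold threshold and 73 by the methods' ANOVA at an unadjusted p. In a fit of the 8 arrays as 2 groups of 4, all 35 splits gave as many calls as the times, which gave 0, and the highest other split, by genotype, gave 8; with 0 calls every split reaches the count, so this test decides nothing about the times. In WT, the replicate pairs did not overlap for 36.0% of the tested probe sets, where chance gives 33.3% for 2 against 2.
Leaving out WT ZT16 replicate 1 raised the number of calls in WT from 1 to 100; the other mouse of that group had the lowest mean correlation with arrays of other groups, 0.945, against 0.954 to 0.962 for the rest.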
